# Sema3d Restrained Hepatocellular Carcinoma Progression Through Inactivating Pi3k/Akt Signaling *via* Interaction With FLNA

**DOI:** 10.3389/fonc.2022.913498

**Published:** 2022-07-25

**Authors:** Yiming Li, Cong Xu, Bo Sun, Fangjing Zhong, Momo Cao, Lianyue Yang

**Keywords:** Sema3d, semaphorin 3d, hepatocellular carcinoma, prognosis, cancer progression, Pi3k/Akt signaling, EMT

## Abstract

Hepatocellular carcinoma (HCC) is one of the most lethal malignant tumors worldwide due to the high incidence rate of metastasis and recurrence. Semaphorin 3d (Sema3d) has been shown to play a critical role in vascular development during early embryogenesis and several forms of cancer progression *via* regulating cell migration. However, the function of Sema3d in hepatocellular carcinoma (HCC) remains elusive. This study aimed to explore the function and mechanisms of Sema3d in HCC. In our study, Sema3d expression was significantly downregulated in HCC tissues and cell lines. Downregulated Sema3d was closely correlated with aggressive clinicopathological features and poor clinical outcomes in HCC patients. Moreover, overexpression of Sema3d in HCCLM3 cells was significantly inhibited and knockdown of Sema3d in PLC/PRF/5 cells promoted proliferation, migration, invasion, and epithelial–mesenchymal transition (EMT) of HCC cells *in vitro* and tumor growth, EMT, and metastasis *in vivo*. Furthermore, the RNA sequencing and gene set enrichment analysis (GSEA) indicated that these phenotypic and functional changes in Sema3d-interfered HCC cells were mediated by the Pi3k/Akt signaling pathway, and co-IP–combined mass spectrometry indicated Sema3d might interact with FLNA. Finally, we proved that Sema3d exerted its tumor-restraining effect by interacting with FLNA to inactivate the Pi3k/Akt signaling pathway and remodel the cytoskeleton. Our data showed that Sema3d restrained hepatocellular carcinoma proliferation, invasion, and metastasis through inactivating Pi3k/Akt *via* interaction with FLNA, which may serve as a novel prognostic predictor and a potential therapeutic target for HCC patients.

## Introduction

In 2018, liver cancer was predicted to cause 84 million new cases and 78 million deaths worldwide, ranking it sixth most commonly diagnosed and fourth most lethal cancer, with hepatocellular carcinoma (HCC) accounting for 75%–85% of all cases (1). The mainly curative methods for early-stage tumors are liver resection, liver transplantation, or local ablation, but these methods remain unsatisfactory for most HCC patients due to the relatively high incidence rate of metastasis and recurrence after treatment (2). The 5-year survival rate in HCC patients beyond the Milan criteria after surgical resection is only 30% to 50% (3, 4), and recurrence of HCC in the liver reaches 70% 5 years after resection (5). There are major unmet needs in HCC management through discovering new functional biomarkers, exploring mechanisms, and interfering with signaling cascades (6). As yet, many factors have been identified to play an important role in HCC progression, including aberrantly expressed miRNAs, LncRNAs, and proteins that have demonstrated potential value as HCC prognostic or diagnostic markers (7–10).

Class 3 semaphorins (Sema3 proteins) are a family of secreted and transmembrane signaling molecules (11) that have emerged as cancer biomarkers and critical regulators of growth, metastasis, and drug resistance (12–14). Semaphorin 3d (Sema3d) encodes a related member of this class of proteins and was originally found to be an axon guidance protein (15), and in succession, has also been shown to be particularly important in numerous and diverse biological processes, such as cardiovascular development, immune cell regulation, and tumor progression (16–18). For instance, Sema3d functions as a repellent guidance molecule for endothelial cells (11) and negatively regulates parathyroid cell growth *via* inhibited EGFR signaling (19). However, the knowledge about Sema3d in HCC was rarely discovered. Sema3d’s involvement in cell proliferation and migration gives rise to a hypothesis that Sema3d might play an important role in HCC progression.

In this study, the function of Sema3d was explored in HCC and found that downregulated Sema3d is closely correlated with poor prognosis of HCC patients. We also confirmed that downregulated Sema3d promotes HCC progression. Mechanism studies showed that Sema3d could inactivate the Pi3k/Akt signaling pathway and remodel the cytoskeleton *via* interaction with FLNA in HCC. Thus, Sema3d might serve as a potential prognostic biomarker and therapeutic target for HCC.

## Materials and Methods

### HCC Samples and Patients

The present study was approved by the Ethics Committee of Xiangya Hospital, Central South University. All patients and their families provided written informed consent and agreed to the use of their tissue samples in the study following the Declaration of Helsinki. A total of 180 HCC specimens in the training cohort collected from January 2013 to December 2015 were randomly selected from the patients who received liver resection at the Department of Surgery, Xiangya Hospital of Central South University. Another 120 HCC specimens in the validation cohort collected from January 2012 to December 2015 were randomly selected from the Department of Abdominal Surgical Oncology, Hunan Cancer Hospital. The patients’ demographics and clinicopathological variables of the two cohorts are described in the **Supplementary Tables**. Furthermore, 50 matched fresh HCC tissues and adjacent nontumoral liver tissues (ANLTs) were collected from Xiangya Hospital from June to September 2020. The diagnosis of HCC in all patients was confirmed by two independent histopathologists.

### Cell Lines and Cell Culture

MHCC97-L, MHCC97-H, and HCCLM3 were kindly provided by the Liver Cancer Institute of Fudan University, Shanghai, China. The PLC/PRF/5, Hep3B, and HepG2 cells were purchased from the American Type Culture Collection (ATCC, Manassas, VA, USA). Primary human hepatocytes (PHHs), SMMC7721, and Huh7 cells were purchased from the Cell Bank of the Typical Culture Preservation Committee of the Chinese Academy of Science, Shanghai, China. Cells were maintained in Dulbecco’s modified Eagle’s medium (Biological Industries, Kibbutz Beit HaEmek, Israel) supplemented with 10% fetal bovine serum, 100 μg/ml of streptomycin, and 100 U/ml of penicillin (Hyclone, Logan, UT, USA) at 37°C in a humidified atmosphere with 5% CO_2_.

### Protein Extraction and Western Blot

Tissues or cells were lysed with RIPA buffer (Pierce, Rockford, IL, USA) supplemented with 1% protease inhibitors. The lysates were centrifuged and then supernatants were collected. Nuclear and cytosol extractions were conducted using a Nuclear/Cytosol Fractionation Kit (K26625, BioVision, CA, USA) according to the protocols provided by the manufacturer. Protein concentration was measured using a BCA protein assay (Thermo Scientific, Rockford, IL, USA). Protein lysates, suspended in loading buffer, and an equal amount of 20 μg protein were separated on 10% or 8% SDS-polyacrylamide gels (depending on the molecular weight of detected protein) and transferred onto PVDF membranes (Millipore, Belford, MA, USA). These membranes were then blocked with 5% skim milk at room temperature for 1 h and incubated with primary antibodies at 4°C overnight. After being washed 3 times in PBST, they were incubated with suitable HRP-conjugated secondary antibody at room temperature for 30 min and washed 3 × 10 min, then detected using an enhanced chemiluminescence (ECL) kit (Thermo Scientific, MA, USA). Primary antibodies for Sema3d, FLNA, p-FLNA (S2125), C-FLNA (FLNA C-terminal), and p-AKT were obtained from Abcam (Cambridge, MA, USA), while those for E-cadherin, vimentin, Snail, AKT, Pi3k, and p-Pi3k were purchased from Cell Signaling Technology (MA, USA). The loading control protein, Lamin B1, β-actin, and GAPDH antibody were purchased from Affinity (Beijing, China). Details of the reagents are shown in **Supplementary Materials and Methods**.

### Immunohistochemical Analysis and Scoring

Immunohistochemical staining on formalin-fixed, paraffin-embedded tissue sections 5 μm in thickness was performed using the polymer HRP detection system (Zhongshan Goldenbridge Biotechnology, Beijing, China). Immunohistochemical experiments were conducted as previously described (10, 20). The sections were deparaffinized in xylene, rehydrated in a series of graded ethanols (100%, 95%, 75%, and 50% in sequence), and then antigen repaired in boiled sodium citrate solution. The endogenous peroxidase activity of hydrogen was blocked by peroxide for 30 min and antigen blocked by goat serum for 30 min at room temperature. The corresponding primary antibody was incubated at 4°C overnight. After being washed, tissue sections were incubated with HRP anti-rabbit IgG at room temperature for 30 min, followed by being incubated with DAB solution at the same time and then counterstained with hematoxylin. The immunohistochemical (IHC) score of target proteins was independently evaluated by two investigators according to the proportion and intensity of positive cells within five randomly selected fields per slide (magnification, ×400). The intensity was assessed by four grades: 0 for none; 1 for weak; 2 for moderate; and 3 for strong. The percentage of positive cells was divided into five degrees: 0, no positive tumor cells; 1 for ≤5%; 2 for 6%–25%; 3 for 26%–75%; and 4 for ≥76%. The immunoreactive score was calculated by multiplying the staining extent score by the intensity score. As previously reported, high expression was defined as a staining index score of >4, while low expression was defined as a staining index score of ≤4 (21, 22).

### 5-Ethynyl-2′-Deoxyuridine Proliferation Assay

The 5-ethynyl-2′-deoxyuridine (EdU) proliferation kit was purchased from RiboBio (Guangzhou, China), and the assays were carried out according to the protocol. The HCC cells were seeded in 96-well plates at a density of 5,000 cells/well. After adherence 24 h later, the medium was replaced by the ready-to-use EdU staining mixture medium that was made as per the manufacturer’s protocol, and then incubated for about 60 min. The cells were then washed with 0.5% Triton X-100 for 10 min × 3 times before being fixed with 4% formaldehyde for 15 min. Finally, cells were exposed to the Apollo reaction cocktail for 30 min and visualized under an inverted fluorescence microscope DMI4000-B (Leica, Wetzlar, Germany).

### Wound-Healing and Transwell Invasion Assays

For the wound-healing assay, 5 × 10^5^ cells were seeded into 6-well plates and grown to confluence. Mitomycin C (10 μg/ml) was used to suppress cell proliferation before scratching. Wounds were created by scraping the confluent cell monolayers with a 10-μl pipette tip. After being extensively rinsed to remove cellular debris, the cells were cultured in a serum-free medium. The wound closure rate was monitored every 12 h, and images were taken using an inverted microscope TE-2000S (Nikon, Tokyo, Japan). A Transwell invasion assay was performed in a 24-well Transwell plate with 8-μm polyethylene terephthalate membrane filters (Corning Costar Corp, Corning, NY, USA); 1 × 10^5^ cells in 200 μl of serum-free medium were added to the upper chambers, which contained Matrigel-coated membranes (BD Biosciences). Each lower chamber was filled with a 500-μl medium with 10% FBS. After 18 or 24 h of incubation, cells that invaded the bottom chamber were fixed with 4% paraformaldehyde and stained with 0.1% crystal violet. Invasive cells were counted in five randomly chosen fields (magnification, ×200) per well.

### HCC Mouse Models

Animal xenograft assays were conducted with 6-week-old male BALB/c nude mice (six mice per group); 5 × 10^6^ indicated cells were subcutaneously injected into the right dorsal flank region of nude mice. Tumor sizes were measured at the indicated time points and calculated with the following formula: Tumor volume = *L* × *W* ^2^ × 0.5 (*L*, length; *W*, width) (9). After 4 weeks, the mice were sacrificed, and the tumors were harvested to weigh and undergo further experiments. The subcutaneous tumor was then cut into pieces of the same size as 1 mm^3^ and implanted into the left liver of each group to mimic the primary HCC (6 in each group). Orthotopic tumor implantation was performed as described previously (8). The growth of liver orthotopic tumors was surveyed weekly by the *in vivo* lumina imaging system (IVIS, Caliper Life Sciences, Hopkinton, MA, USA). After 6 weeks, the mice were sacrificed, and the livers and lungs were harvested. The tumor size was measured by the vernier caliper as previously described (9), imaged, and processed for histopathological examination. All animal experiments were conducted at the Animal Institute of CSU according to the protocols approved by the Medical Experimental Animal Care Commission of CSU. As the proposal of the Animal Institute of CSU, the euthanasia of all the experimental mice was used the pentobarbital sodium, 150mg/Kg, and intraperitoneal injection.

### Statistical Analysis

Statistical analysis was performed using the SPSS 24.0 software (SPSS Inc., Chicago, IL, USA). The experimental data were presented as the mean ± SD and analyzed using Student’s *t*-test. The Chi-squared test was applied to examine the association between Sema3d expression and clinicopathological parameters. Survival curves for patients were calculated using the Kaplan-Meier method and analyzed using the log-rank test. Prognostic factors were examined by univariate and multivariate analyses using the Cox proportional hazards model. Spearman’s rank analysis was performed to determine the correlation between different protein levels. One-sample *t*-test or Wilcoxon signed-rank test was performed to measure the membrane and cytolytic protein expression level. All differences were deemed statistically significant at *p* < 0.05.

Further details of *Materials and Methods*. are described in the **Supplementary Materials and Methods**.

## Results

### Sema3d Is Downregulated in HCC Cell Lines and Tissues

Firstly, we compared the Sema3d mRNA expression levels of HCC and normal tissues from the Gene Expression Omnibus datasets (**Figure 1A**, GSE22058, GSE102079, GSE56372) and TCGA database, revealing that Sema3d is downregulated in HCC. We then examined the expression of Sema3d mRNA in 50 pairs of frozen HCC tissues and the corresponding adjusted nontumor liver tissues (ANLTs), and Sema3d mRNA was expressed lower in 72% of HCC tissues than in the corresponding ANLTs. We also detected the mRNA expression levels of Sema3d mRNA in 8 HCC cell lines and 1 normal hepatocyte, the PHHs (**Figure 1B**). The protein expression level of Sema3d in tumor tissues and cell lines was detected by Western blot (**Figure 1C**), consistent with the GEO and TCGA datasets. The Sema3d expression level in HCC tissues and cells was significantly lower than ANLTs and normal hepatocytes. Previously, we defined a specific subtype of HCC as solitary large hepatocellular carcinoma (SLHCC) and divided HCC into three different clinical subtypes: SLHCC (single tumor, tumor diameter >5 cm), nodular HCC (NHCC, node number >1), and small HCC (SHCC, tumor diameter ≤5 cm). We demonstrated that SLHCC possessed unique clinicopathological and molecular pathological characteristics and exhibited a similar long-term overall and disease-free survival with SHCC but much better than NHCC (4, 10, 23, 24). We detected mRNA of Sema3d in the 3 clinical subtypes of HCC (**Figure 1D**), and the SLHCC and SHCC possessed low metastatic potentials and expressed relatively higher Sema3d than the NHCC with high metastatic potentials. The expression level of Sema3d was also analyzed by IHC and expressed lower in HCC than the relative ANLT (**Figure 1E**). These data reveal that Sema3d is downregulated in HCC cell lines and tissues, indicating that the role of downregulated Sema3d might be crucial in HCC progression.

**Figure 1:**
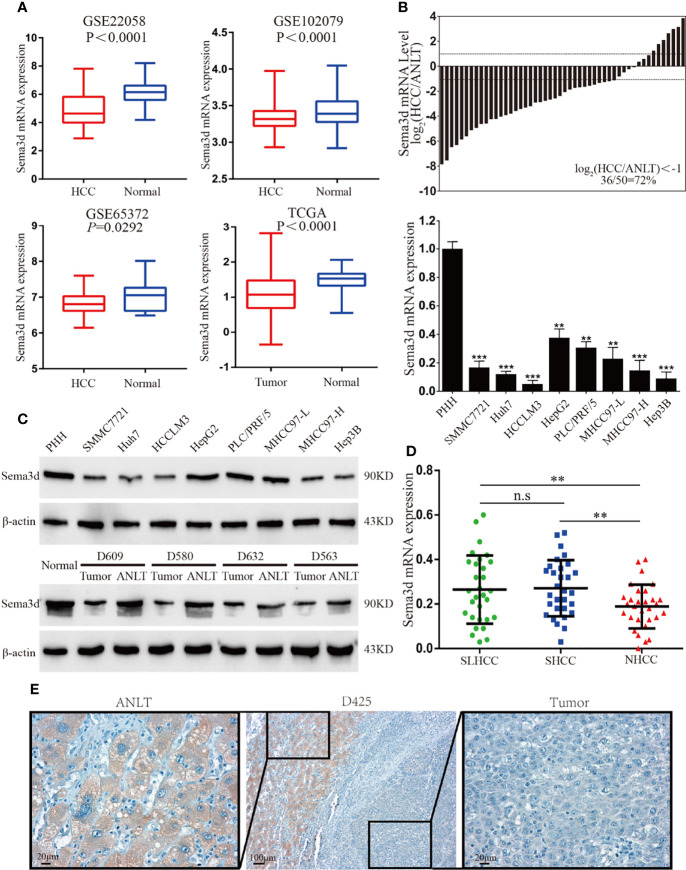
Sema3d is downregulated in HCC cell lines and tissues. **(A)** Sema3d expression in Gene Expression Omnibus (GEO) datasets (GSE22058, GSE102079, GSE56372) and TCGA database. **(B)** Sema3d mRNA expression level was detected by qRT-PCR in 50 HCC and paired ANLT samples (upper panel), 8 HCC cell lines, and primary human hepatocytes (PHHs) (lower panel). **(C)** Sema3d protein expression was examined by Western blot in PHHs and HCC cell lines, representative normal liver tissue, paired HCC tissues, and ANLTs. **(D)** Sema3d mRNA expression in HCC tissues of 3 clinical subtypes (SLHCC, SHCC, and NHCC) was detected by qRT-PCR. **(E)** Representative IHC images of Sema3d expression in HCC tissues and corresponding ANLTs. ^**^ *p* < 0.01; ^***^ *p* < 0.001. n.s, no significance.

### Downregulated Sema3d Is Associated With Poor Prognosis

To evaluate the correlations among Sema3d and clinicopathological variables, we analyzed Sema3d expression level by IHC and scored the expression intensity and percentage of positive cells in the training and validation cohorts. We found that Sema3d is low expressed in metastatic tumor and early recurrence (<2 years) of HCC tissues but relatively high expressed in late recurrence (>2 years) and nonrecurrence (in 60 months after surgery) of HCC tissues (**Figure 2A**). We then analyzed the association of Sema3d IHC scores with clinicopathological features and survival of HCC patients using the training cohort (*n* = 180) and validation cohort (*n* = 120). In the training and validation cohorts, a low expression level of Sema3d (IHC score ≤4) was closely correlated with tumor size, tumor nodular number, micro- and macrovascular invasion, advanced tumor node metastasis stage (TNM), Barcelona Clinic Liver Cancer (BCLC) stage, and China Clinic Liver Cancer (CNLC) stage (25) (all *p* < 0.05, **Supplementary Table S1**). Furthermore, uni- and multivariate analyses in the training cohort revealed that low Sema3d expression was an independent risk factor for both OS and DFS of HCC patients after liver resection (**Figure 2B**; **Supplementary Table S2**). Correspondingly, these results were further verified in the validation cohort (**Supplementary Table S3**). Notably, survival analysis for the training cohort reveals that HCC patients in the low Sema3d expression group had worse OS (1-, 3-, and 5-year OS: 88.41%, 59.06%, and 45.73% vs. 64.63%, 40.50%, and 27.66%) and DFS rates (1-, 3-, and 5-year DFS: 86.96%, 56.87%, and 37.68% vs. 63.06%, 36.94%, and 21.62%) than the patients in the high expression group (**Figure 2C**). The survival analysis for the validation cohort and the integrated cohort which concluded the two cohorts both confirmed the worse OS and DFS in low Sema3d group HCC patients (**Figures 2D, E**). Kaplan–Meier curves of the OS, DFS, and progression-free survival (PFS) in TCGA also indicated that the low Sema3d expression group had shorter OS, DFS, and PFS (**Supplementary Figure S1**). More than that, Kaplan–Meier curves for the cumulative early recurrence (<2 years) rate of HCC patients in the training and validation cohorts showed a higher early recurrence rate in the low Sema3d group (**Figure 2F**). These data fully confirmed that downregulated Sema3d was closely correlated with poor survival and could be used as a novel independent prognosis biomarker for HCC patients after hepatic resection.

**Figure 2:**
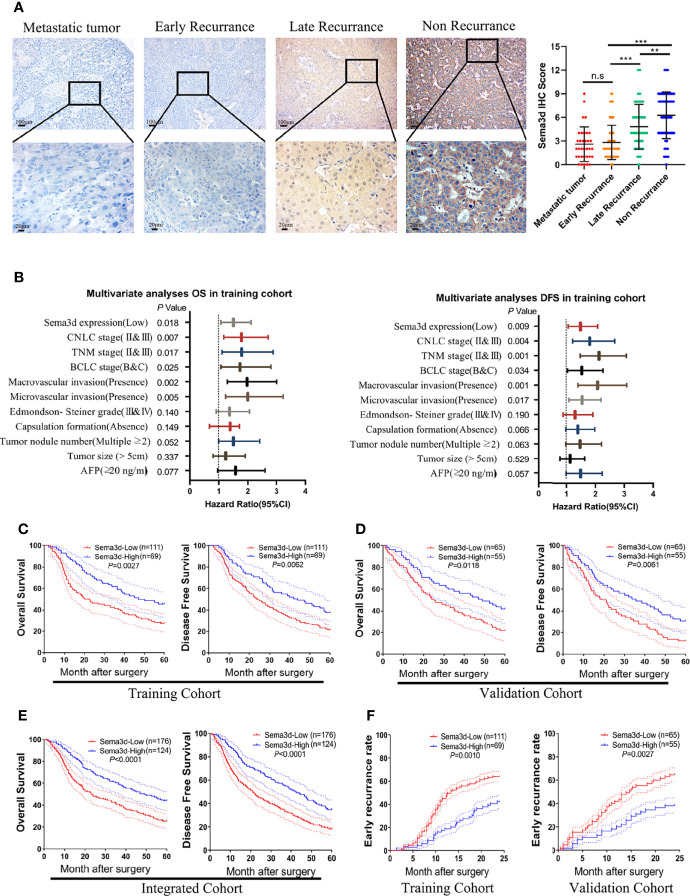
Downregulated Sema3d is associated with HCC’s poor prognosis. **(A)** Representative IHC staining for Sema3d in metastatic tumor (*n* = 34), early recurrence of HCC ( < 2 years, *n* = 142), late recurrence of HCC ( > 2 years, *n* = 66), and nonrecurrence of HCC (5 years, *n* = 92). IHC staining score of Sema3d in the integrated cohorts (composed of training and validation cohorts). *p*-values were calculated by the Mann–Whitney *U* test. ^**^ *p* < 0.01; ^***^ *p* < 0.001. n.s, no significance. **(B)** Multivariate analysis revealed that low Sema3d expression was an independent risk factor for overall survival (OS) and disease-free survival (DFS) in the training cohort. **(C)** Survival analysis for the training cohort reveals the Sema3d-low group had worse OS and DFS. **(D)** Survival analysis for the validation cohort verified that the Sema3d-low group had worse OS and DFS. **(E)** Survival analysis for integrated cohort (composed of training and validation cohorts) verified that the Sema3d-low group had worse OS and DFS. **(F)** Kaplan–Meier curves for the cumulative early recurrence ( < 2 years) rate of HCC patients based on Sema3d expression in training and validation cohorts.

### Sema3d Restrains HCC Migration, Invasion, Proliferation, and Metastasis *In Vitro* and *In Vivo*

To understand the function of Sema3d in HCC cells, we stably overexpressed Sema3d in low-expressed HCCLM3 cells and knocked it down in high-expressed PLC/PRF/5 cells by lentivirus transfection. The expression of Sema3d in these resultant cells (HCCLM3^Ctr^, HCCLM3^Sema3d^ and PLC/PRF/5^shCtr^, PLC/PRF/5^ShSema3d^) was verified by qRT-PCR and Western blot (**Supplementary Figure S2**), and the most effective sequence was selected. The wound-healing and Transwell invasion assays were used to investigate migration and invasion capacity. The results showed that HCCLM3^Sema3d^ cells had a lower wound closure rate and less invasion than HCCLM3^Ctr^ cells, and PLC/PRF/5^ShSema3d^ had also markedly acquired migratory and invasive capacity than PLC/PRF/5^shCtr^ cells (**Figures 3A, B**). The MTT assay and EdU assay indicated that Sema3d inhibited proliferation of HCCLM3^Sema3d^ and PLC/PRF/5^shCtr^ cells (**Figure 3C**; **Supplementary Figure S3**). To verify the above findings *in vivo*, we established subcutaneous xenograft tumor and orthotopic xenograft tumor models, as previously described (26). After 4 weeks, HCCLM3^Ctr^ and PLC/PRF/5^ShSema3d^ cell-derived tumors at the SC implantation sites were larger and grew more rapidly than HCCLM3^Sema3d^ and PLC/PRF/5^shCtr^ cell-derived tumors (**Figure 3D**). Consistently, liver orthotopic xenograft tumor and IVIS imaging showed that tumors in HCCLM3^Sema3d^ had smaller volume and weaker fluorescence signals than those in the HCCLM3^Ctr^ group, and tumors from the PLC/PRF/5^shSema3d^ group exhibited larger volume and stronger fluorescence signals than those from the PLC/PRF/5^shCtr^ group (**Figure 3E**). The growth curves of orthotopic tumors were constructed by the quantified bioluminescent signal and revealed a higher growth rate in the PLC/PRF/5^shSema3d^ and HCCLM3^Ctr^ cell-derived tumors than in the PLC/PRF/5^shCtr^ and HCCLM3^Sema3d^. In the H&E staining of liver orthotopic xenograft tumors, we also noticed that the PLC/PRF/5^shSema3d^ and HCCLM3^Ctr^ cell-derived tumors exhibit the character of invasive extension with irregular borders and multinodularity, and the PLC/PRF/5^shCtr^ and HCCLM3^Sema3d^ cell-derived tumors demonstrated expansive growth with well-defined borders (**Supplementary Figure S4**). Moreover, *ex vivo* bioluminescent imaging and H&E staining of the lung both showed the incidence of lung metastasis was decreased in the HCCLM3^Sema3d^ group than in the HCCLM3^Ctr^ group but increased in the PLC/PRF/5^shSema3d^ group than the PLC/PRF/5^shCtr^ group (**Figure 3F**).

**Figure 3:**
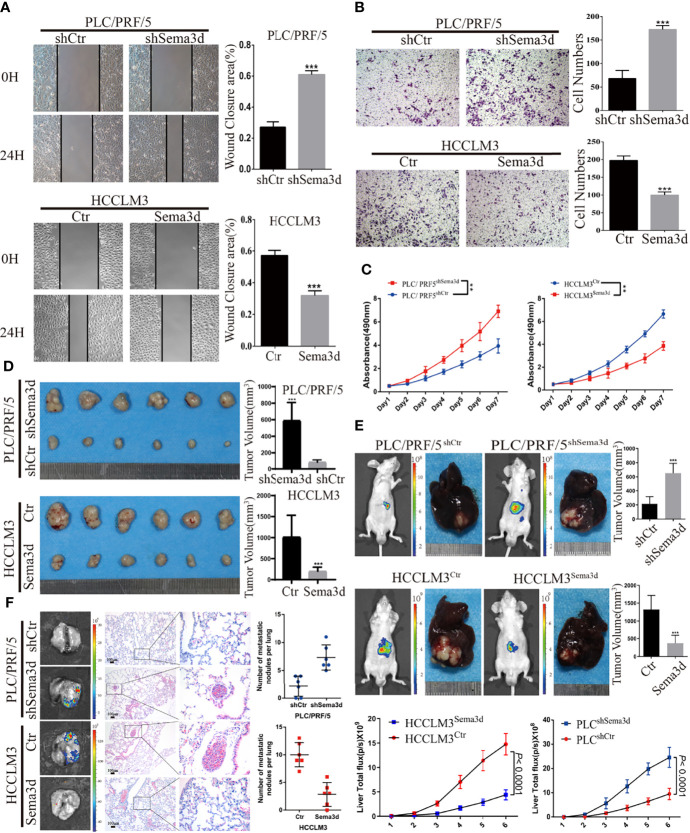
Sema3d restrains HCC migration, invasion, proliferation, and metastasis *in vitro* and *in vivo*. **(A)** Wound-healing assay detected the migratory PLC/PRF/5^shSema3d^ and HCCLM3^Sema3d^, as well as the corresponding control cells (*n* = 6 for each group). **(B)** A Transwell invasion assay was performed to detect the invasive capacities of HCC cells (*n* = 6 for each group). **(C)** MTT assay detected the proliferation capacities of Sema3d-interfered HCC cells (*n* = 6 for each group). **(D)** In subcutaneous tumors derived from PLC/PRF/5^shSema3d^ and HCCLM3^Sema3d^ cells and their control cells, tumor volumes were calculated with the formula (length × width^2^)/2. **(E)** At week 6, representative bioluminescent images monitored by IVIS and orthotopic xenograft tumors were shown, as well as the volume of orthotopic tumors and the growth curves constructed by the quantified bioluminescent signal (*n* = 6 for each group). **(F)** Representative bioluminescent images and HE staining images of lung tissue and a number of pulmonary metastasis nodules in different groups were shown (upper panel). ^**^ *p* < 0.01; ^***^ *p* < 0.001.

### Sema3d Restrains HCC Progression *via* Inactivating Pi3k/Akt Signaling

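The RNA-seq data came from HCCLM3, an established human hepatocellular carcinoma cell line with high metastatic potential, carrying either lentivirus that expresses Sema3d (HCCLM3 Sema3d) or control lentivirus (HCCLM3 Ctr). There were 3 libraries of each kind, numbered 1 to 3, prepared with a SMARTer mRNA-seq kit. The paper does not state whether the 3 came from separate transductions, separate cultures or repeat preparations. Differences between transduced lines that are not due to Sema3d may thus lie outside their spread. The design text of the deposited series places the harvest 48 h after transfection. The paper's supplementary methods instead describe stable clones selected with puromycin and give no harvest time. The authors deposited the number of reads counted on each of 44591 genes in each library, without normalization, together with RPKM values. The counts of the HCCLM3 Ctr libraries summed to 20500786, 18679809 and 19611580 reads, and those of the HCCLM3 Sema3d libraries to 22008173, 19618136 and 21680664 reads. Between 23870 and 24320 genes had at least 1 count in a library. Neither the aligner nor the genome build is named in the paper's text or in the labels, and the gene positions are given here as deposited. These positions are not those of GRCh38. Of 18784 protein-coding genes that share a symbol with GENCODE 29, 697 had a start within 1000 bases of the GRCh38 start. SEMA3D, the gene delivered by the lentivirus, was examined first because it checks the labels. It lies on chromosome 7 from 84624869 to 84751247 on the minus strand, and it had 1, 0 and 0 counts in the HCCLM3 Ctr libraries and 422, 416 and 392 counts in the HCCLM3 Sema3d libraries. Against a floor of 3 counts in each HCCLM3 Ctr library, SEMA3D was at least 133.1-fold higher in HCCLM3 Sema3d cells (adjusted p = 9.8e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate number as a block, the adjusted p was 4.3e-07. The exact two-sided permutation test of its normalized values gave p = 0.1, the smallest p that 3 libraries against 3 allow. The floor covers counting error only. A chi-square comparison of counts between the libraries of a group gave 5.08 to 12.7 per degree of freedom within HCCLM3 Ctr and 2.29 to 2.58 within HCCLM3 Sema3d, so no pair of libraries agreed within sampling noise.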

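Differential expression was tested on the counts of the 16341 genes that passed edgeR's expression filter, after TMM normalization, with the thresholds stated for the study, a log2 fold change beyond 1 in either direction and an adjusted p under 0.05. At these thresholds, 79 genes were higher and 290 genes were lower in HCCLM3 Sema3d cells than in HCCLM3 Ctr cells. Of the 369 genes, 362 had normalized values that did not overlap between the groups. Among all genes tested, 45.3% did not overlap, where chance gives 10% for 3 libraries against 3. Protein-coding genes made up 42 of the higher and 187 of the lower genes. Most of the 369 genes were weakly expressed, and 323 of them (87.5%) had a mean under 100 counts per library. Among the higher genes, CEACAM6, FABP1, KRT19 and REG4 had at most 3 counts summed over HCCLM3 Ctr replicates 1 and 2 but more than 3 counts in HCCLM3 Ctr replicate 3. These genes were singled out after their values were seen. With the replicate number as a block, 78 genes were higher and 262 lower, of which 71 and 254 were also called without the block. The deviations of same-numbered libraries from their group means had a mean correlation of -0.00605 across genes, which are not independent replicates. The threshold on the fold change moved the numbers most. With the adjusted p alone, 2535 genes were higher and 2392 were lower, 30.1% of the genes tested, with a median absolute log2 fold change of 0.35.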

We found that Sema3d restrained HCC growth and metastasis *in vitro* and *in vivo.* To elucidate the mechanism and screen the potential signaling manipulated by Sema3d, RNA-seq was utilized to compare the expression profiles between HCCLM3^Ctr^ and HCCLM3^Sema3d^ cells and demonstrated that 75 mRNAs upregulated and 282 mRNAs downregulated at least 2-fold change in HCCLM3^Sema3d^ cells (**Supplementary Figure S5**, the data uploaded at the GEO database: GSE200430). 

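The pathway sets of KEGG were not used here. Pathway-level change in HCCLM3 Sema3d cells was instead measured with 10 gene lists that were written before the counts were examined. Each list was tested with limma's camera, which compares the genes of a list with all other genes tested, at an inter-gene correlation of 0.01 and with Benjamini-Hochberg adjustment over the 10 lists. The list of collagens, laminins and integrins, whose members belong to the extracellular matrix and adhesion pathways, had 35 genes tested and a median log2 fold change of -0.12, with 23 genes lower and 12 higher (camera adjusted p = 0.012). With the replicate number as a block, its median was -0.12 and its adjusted p was 0.015. After correction for the GC content and length of the genes, an alternative chosen after seeing the data, its median was -0.07 and its adjusted p was 0.43. Of its genes, 2 were lower past both thresholds. The paper's heat map had already shown ITGB4, an integrin gene, and COL4A6, a collagen gene, as lower in these libraries. The list was thus not written blind to that result. The 18 FOXO targets had a median log2 fold change of -0.14 (camera adjusted p = 0.46, and 0.52 with the block), which did not pass the threshold. Semaphorin receptors were also lower, with a median of -0.25 over 10 genes, 8 of them lower (camera adjusted p = 0.019, and 0.015 with the block). Their adjusted p after the same correction was 0.43. ATF4 targets gave the smallest adjusted p of the lists, 6.1e-07 (1.2e-06 with the block), with a median of -0.17 over 25 genes, 16 of them lower. When the inter-gene correlation was estimated for each list in place of 0.01, 0 of the 10 lists passed, against 3 of 10, and 2 had an unadjusted p under 0.05. The adjusted p of ATF4 targets was then 0.15.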

Subsequently, the KEGG analysis showed that several signaling was downregulated in HCCLM3^Sema3d^ cells (**Figure 4A**), and we also performed GSEA analysis in the Cancer Genome Atlas (TCGA) Liver Hepatocellular Carcinoma (LIHC) data (**Figure 4B**; **Supplementary Tables S5, S6**). 

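VEGFD, PCK2, COL4A6, CDKN1A and ITGB4, the 5 genes of the paper's heat map of Pi3k/Akt signaling (Supplementary Figure S6), were each lower in HCCLM3 Sema3d cells. That heat map shows genes that were lower in these same libraries. Their direction here was thus fixed by that choice and is no independent support. An adjustment over the 5 alone does not allow for that choice. ITGB4, the integrin β4 gene on chromosome 17 from 73717408 to 73753899, had the smallest error, with a log2 fold change of -1.18 (standard error 0.056, adjusted p = 4.1e-07, edgeR's quasi-likelihood test). COL4A6, a collagen IV chain gene on chromosome X from 107398837 to 107682727, had a log2 fold change of -1.32 (standard error 0.13, adjusted p = 4.3e-05, same edgeR test). CDKN1A, which encodes the cell cycle inhibitor p21, lies on chromosome 6 from 36644237 to 36655116 and had a log2 fold change of -1.09 (standard error 0.11, adjusted p = 3.9e-05, same edgeR test). PCK2, the mitochondrial phosphoenolpyruvate carboxykinase gene on chromosome 14 from 24563340 to 24573341, had a log2 fold change of -1.05 (standard error 0.12, adjusted p = 9.5e-05, same edgeR test). VEGFD, a vascular endothelial growth factor gene on chromosome X from 15363713 to 15402535, had a log2 fold change of -1.58 (standard error 0.52, adjusted p = 0.040, same edgeR test). In the file, VEGFD overlaps a read-through transcript on the same strand, PIR-FIGF, with a mean of 620.5 counts per library, so its reads are uncertain. All 5 genes passed an adjusted p of 0.05, both over all genes tested and over the 5 alone, and 4 passed with the replicate number as a block. VEGFD did not, with a log2 fold change of -1.56 and an adjusted p of 0.074. A list of core Pi3k/Akt components, made before the counts were examined, had 25 genes tested and a median log2 fold change of -0.13. Of these genes, 15 were lower and 10 higher, and the list did not pass the threshold (limma's camera, adjusted p = 0.35, and 0.40 with the block). None of the 5 heat map genes is in this list. It is not the KEGG set, so it does not test the paper's KEGG result. The paper combines its KEGG analysis of the RNA-seq data of HCCLM3 Sema3d cells with its GSEA of patient tumors, neither of which was analysed here, and from both proposes that Sema3d acts on HCC progression through Pi3k/Akt signaling.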

Intriguingly, both of these two analyses point out that Pi3k/Akt signaling is significantly downregulated in the Sema3d high group, which indicates that Sema3d might affect the progression of HCC through Pi3k/Akt signaling (**Supplementary Figures S6, S7**).

**Figure 4:**
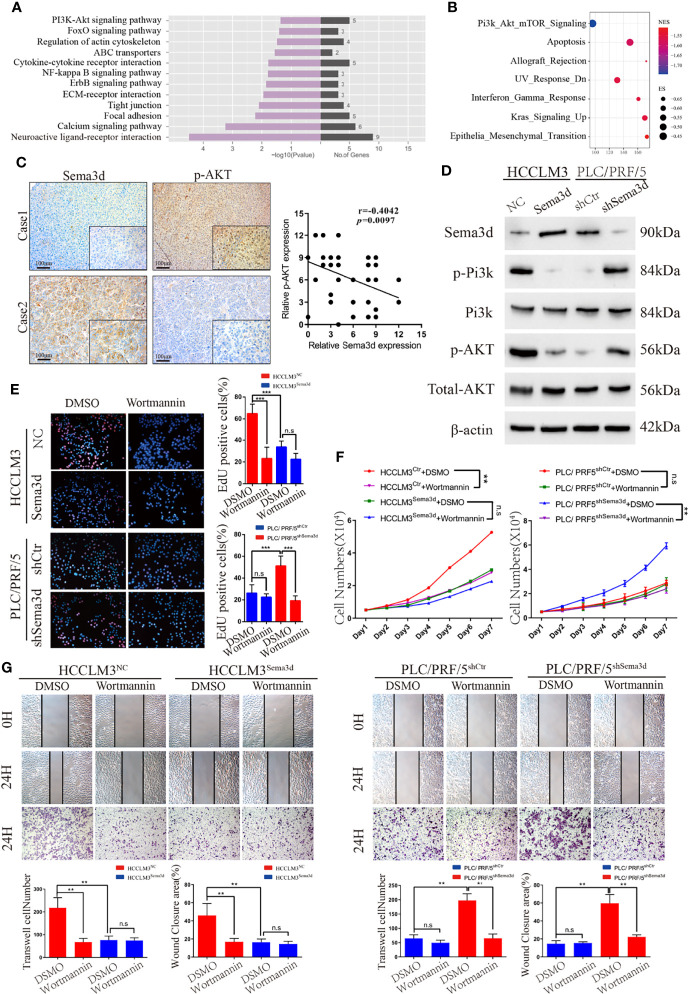
Sema3d restrains HCC progression *via* inactivating Pi3k/Akt signaling. **(A)** RNA-seq and KEGG analysis of HCCLM3^Sema3d^ cells compared with HCCLM3^NC^ cells revealed the potential signaling pathway regulated by Sema3d in HCC cells. **(B)** GSEA was performed between the Sema3d high- and low-expression patients in TCGA dataset. **(C)** Representative IHC images of Sema3d and p-AKT and their expression correlations were analyzed by Spearman’s rank correlation tests in 40 HCC tissue samples. **(D)** Expression of Pi3k and Akt and their phosphorylation level in Sema3d-interfered HCC cells were detected by Western blot. **(E)** EdU staining assay detected the proliferation for Sema3d-interfered HCC cells with/without Wortmannin treatment. **(F)** MTT assay detected the proliferation of ema3d-interfered HCC cells, and their control cells with/without Wortmannin treatment. **(G)** Wound healing and Transwell invasion assays detected the migration and invasion of Sema3d-interfered HCC cells with/without Wortmannin treatment. ^**^ *p* < 0.01; ^***^ *p* < 0.001. n.s, no significance.

It is also worth pointing out that Pi3k/Akt signaling is one of the most critical signals that control several kinds of cellular processes, including growth, metastasis, and is hyperactivated in approximately half of all HCC tumors (27, 28). We then detected Sema3d and phospho-Akt in 40 HCC tissues randomly selected in the training cohort by IHC (**Figure 4C**), and Spearman’s rank correlation test indicated the significant and negative correlation of phospho-Akt and Sema3d expression. We also detected Pi3k and Akt protein expression and their phosphorylation level in HCCLM3^Ctr^, HCCLM3^Sema3d^ and PLC/PRF/5^shCtr^, PLC/PRF5^shSema3d^ cells (**Figure 4D**). When we knockdown Sema3d in PLC/PRF5, the phosphorylation level of Pi3k and Akt increased but the total expression level was not affected, whereas ectopic expression of Sema3d in HCCLM3 decreased the phosphorylation level of Pi3k and Akt.

Furthermore, to confirm Pi3k/Akt signaling inactivated by Sema3d in HCC, the Sema3d-interfered HCC cells were treated with or without Wortmannin for 48 h, which was verified as a functional inhibitor of Pi3k/Akt signaling (29, 30). The MTT assay and EdU staining assay were performed to confirm that Wortmannin treatment obviously decreased the proliferation of Sema3d low-expressed PLC/PRF5^shSema3d^ and HCCLM3^Ctr^ cells, without a significant effect on the Sema3d high-expressed PLC/PRF/5^shCtr^ and HCCLM3^Sema3d^ cells (**Figures 4E, F**). The migration and invasion capacity were then detected by wound-healing and Transwell invasion assays (**Figure 4G**). Similarly, Wortmannin inhibited the migration and invasion of PLC/PRF5^shSema3d^ and HCCLM3^Ctr^ cells, with no obvious effect on Sema3d high-expressed cells. The above results indicated that Sema3d inhibited the progression of HCC cells *via* inactivating Pi3k/Akt signaling.

### Sema3d Directly Interacts With FLNA and Affects Cytoskeleton Remodeling

To address how Sema3d inactivates Pi3k/Akt signaling in Sema3d high-expressed PLC/PRF/5^shCtr^ and HCCLM3^Sema3d^ cells, we used coimmunoprecipitation with an anti-Sema3d antibody to coimmunoprecipitate endogenous Sema3d protein. The protein after coimmunoprecipitation was subjected to liquid chromatography-tandem mass spectrometry (LC-MS/MS) for protein identification. Finally, we have identified proteins ranked by score sequest, which indicates the potential capacity to combine with Sema3d protein (**Figure 5A**; **Supplementary Table S7**). In the potential interactors, FLNA has attracted our attention, which is a classical actin-crosslinking protein that stabilizes delicate three-dimensional actin networks during cell movements and has been identified as a regulator of Pi3k/Akt signaling in prostate tumors (31). Subsequently, co-IP results revealed that Sema3d could be directly combined with FLNA in HCC cells (**Figure 5B**).

**Figure 5:**
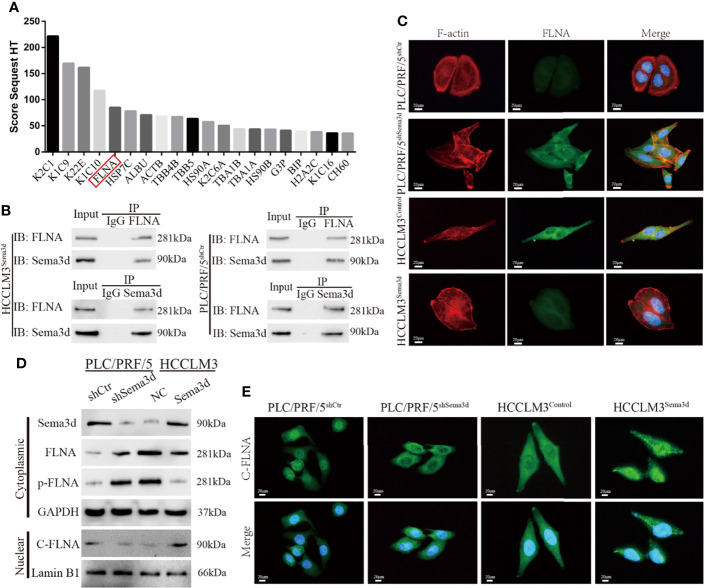
Sema3d directly interacts with FLNA and affects cytoskeleton remodeling. **(A)** Coimmunoprecipitation (co-IP) was performed to extract Sema3d direct combined proteins from HCCLM3^Sema3d^ cells, which were then identified using LC-MS/MS. The top 20 combined proteins sorted by Score Sequest are shown in the diagram. **(B)** co-IP was performed to determine that Sema3d and FLNA could directly interact with each other. **(C)** Double immunofluorescence staining showed that Sema3d affected the cellular expression of FLNA (green) and induced cytoskeleton remodeling (F-actin, red). **(D)** Protein expression levels were analyzed by Western blot and showed that Sema3d regulated the phosphorylation level of FLNA and the amount of nuclear C-FLNA. **(E)** Immunofluorescence staining revealed that Sema3d promotes C-FLNA translocated from the cytoplasm to the nucleus.

In consideration of the intimate correlation of FLNA and cytoskeleton, we performed double immunofluorescence staining of Alexa Fluor phalloidin for F-actin and anti-FLNA in Sema3d interfered HCC cells. It is noteworthy that when we knockdown Sema3d in PLC/PRF5, the PLC/PRF5^shSema3d^ cells exhibited more F-actin fibers and changed from round-like epithelial morphology to spindle-like mesenchymal appearance, and the expression of FLNA also increased and colocalized with F-actin (**Figure 5C**). In contrast, overexpression of Sema3d induced the opposite result. The alteration of FLNA and F-actin indicates that Sema3d remodels the actin cytoskeleton through FLNA, and also reminded us that Sema3d might regulate EMT of HCC cells.

Previous studies have proven that the phosphorylation of FLNA could prevent the cleavage from a 280-kDa intact protein to a 90-kDa fragment and nucleus translocation (31, 32). To investigate whether Sema3d regulated FLNA in HCC cells, we detected full-length FLNA (280 kDa), phosphorylation of FLNA at Ser 2152, and nuclear 90 kDa fragment of FLNA in C-terminal (C-FLNA) in Sema3d-interfered HCC cells. The Western blot showed that knockdown of Sema3d in PLC/PRF/5 upregulated full-length FLNA and phosphorylated FLNA and downregulated nuclear C-FLNA. In the contrast, overexpression of Sema3d in HCCLM3 obtained an opposite result (**Figure 5D**). Moreover, the staining of C-FLNA by IF revealed that Sema3d upregulated C-FLNA and promoted the nucleus translocation (**Figure 5E**). Summarily, these results suggest that Sema3d directly combines with FLNA and prevents its phosphorylation, allowing FLNA to be cleaved to the 90-kDa fragment and translocated to the nucleus, which could be the mechanism by which low Sema3d promotes the progression of HCC cells.

### Downregulation of Sema3d Promotes EMT in HCC

In previous results, we found that Sema3d remodeled the cytoskeleton and changed cellular morphology *via* interaction with FLNA. Moreover, the result of GSEA from TCGA datasets also indicates that Sema3d might regulate EMT (**Supplementary Figure S7**). In addition, we found that FLNA had a high correlation with Vimentin from data from TCGA (**Figure 6A**), another cytoskeleton protein known as a mesenchymal marker. These results all indicated that Sema3d might affect EMT in HCC. Therefore, we examined EMT markers E-cadherin and vimentin in Sema3d low- and high-expressed HCC tissue by IHC (**Figure 6B**), and the Spearman’s rank correlation found that Sema3d expression level positively correlates with E-cadherin and negatively related with Vimentin (**Supplementary Figure S8**). We then detected EMT marker proteins in Sema3d interfered with PLC/PRF/5 and HCCLM3 cells by Western blot and IF (**Figures 6C, D**) and revealed that knockdown of Sema3d in PLC/PRF/5 downregulated epithelial marker E-cadherin and upregulated mesenchymal marker vimentin, and overexpression of Sema3d in HCCLM3 obtained the opposite result. Finally, we detected FLNA and EMT markers in consecutive sections of liver orthotopic xenograft tumors derived from Sema3d-interfered PLC/PRF/5 and HCCLM3 cells, which indicated that FLNA, Vimentin, and Snail decreased and E-cadherin increased in Sema3d overexpressed tumors compared with the controls, and the opposite results observed in Sema3d knockdown tumors (**Figure 6E**). Together, these results indicated that downregulation of Sema3d promoted EMT *via* FLNA in HCC.

**Figure 6:**
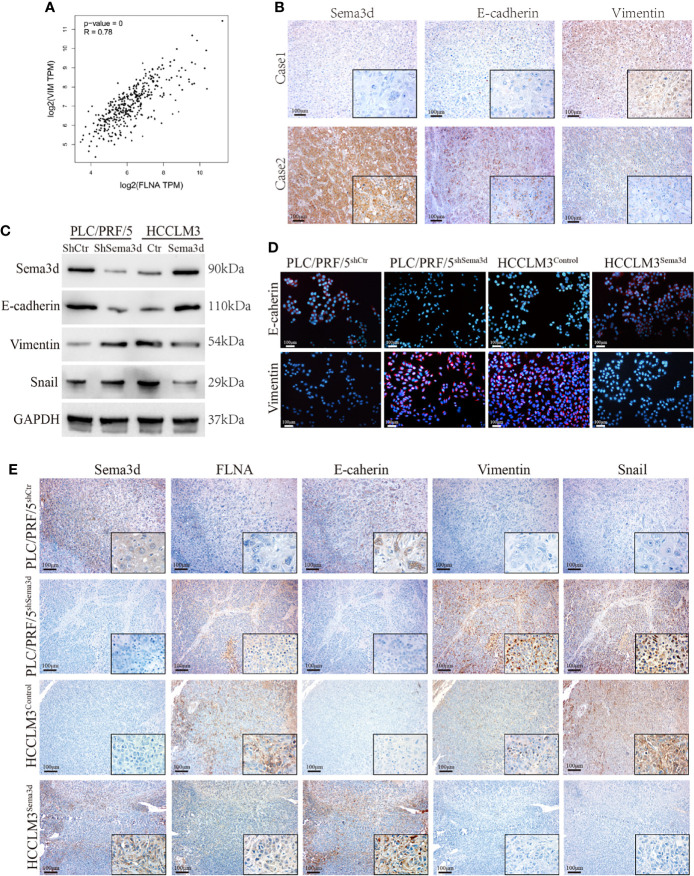
Downregulation of Sema3d promotes EMT in HCC. **(A)** Correlation of FLNA and vimentin mRNA expression levels was analyzed from TCGA. **(B)** Representative image of Sema3d, E-cadherin, and vimentin expression level in HCC tissue detected by IHC. **(C)** EMT marker proteins in PLC/PRF/5^shSema3d^ and HCCLM3^Sema3d^ cells and their corresponding control cells were detected by Western blot. **(D)** EMT marker proteins in Sema3d-interfered PLC/PRF/5 and HCCLM3 cells detected by IF. **(E)** IHC was performed to detect the FLNA and EMT marker proteins in consecutive sections of a liver orthotopic xenograft tumor derived from Sema3d-interfered PLC/PRF/5 and HCCLM3 cells.

### Sema3d Suppressed Pi3k/AKT Signaling and Restrained HCC Proliferation, Metastasis, and EMT Through FLNA

It has been proven that Sema3d suppresses Pi3k/Akt signaling in HCC and interacts with FLNA. However, whether Sema3d regulates Pi3k/Akt signaling *via* FLNA in HCC is unknown. To further test whether Pi3k/Akt signaling was regulated by FLNA, the FLNA-shRNA was transfected into PLC/PRF5^shSema3d^ cells, and an FLNA ectopic expression plasmid was transfected into HCCLM3^Sema3d^ cells. Ectopic expression of FLNA in HCCLM3^Sema3d^ cells restored the phosphorylation level of Pi3k, Akt, Vimentin, and Snail, which was decreased by Sema3d overexpression as shown earlier. Knockdown of FLNA in PLC/PRF5^shSema3d^ cells got the opposite result (**Figure 7A**). We also detected F-actin and EMT markers in FLNA interfered with PLC/PRF5^shSema3d^ cells by IF (**Figure 7B**), revealing that knockdown of FLNA in PLC/PRF5^shSema3d^ cells induced E-cadherin expression and decreased Vimentin expression and presented a cobblestone-like morphology with shrinkable F-actin fibers. In contrast, ectopic expression of FLNA in HCCLM3^Sema3d^ cells had the inverse effect. The wound-healing, Transwell, EdU staining, and MTT assays indicated that knockdown of FLNA in PLC/PRF5^shSema3d^ cells decreased and ectopic expression of FLNA in HCCLM3^Sema3d^ cells increased the migration, invasion, and proliferation capacity (**Figures 7C–E**). These results indicated that Sema3d restrained Pi3k/AKT signaling and suppressed HCC proliferation, metastasis, EMT, and remodeled the cytoskeleton through FLNA.

**Figure 7:**
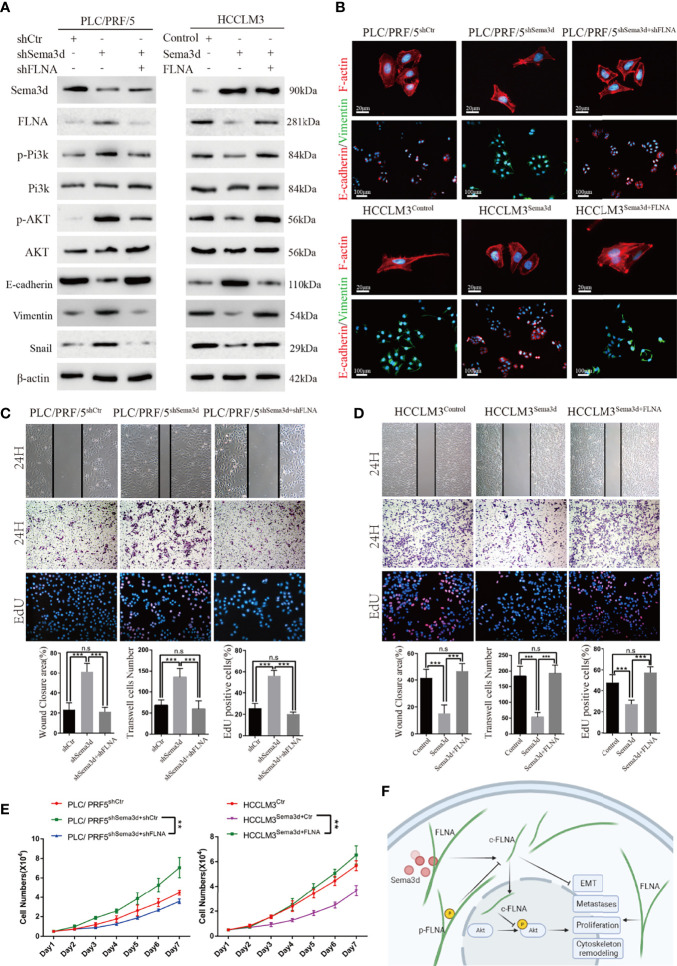
Sema3d suppressed Pi3k/AKT signaling and restrained HCC proliferation, metastasis, and EMT through FLNA. **(A)** Protein expression level was analyzed by Western blot and showed that Sema3d regulated the phosphorylation level of Pi3k and AKT and expression of EMT markers through FLNA. **(B)** F-actin and EMT marker proteins in Seme3d- and FLNA-interfered HCC cells were detected by IF. **(C)** Wound healing, Transwell invasion, and EdU staining assays detected the migration, invasion, and proliferation of HCCLM3^Sema3d^ ectopic expression of FLNA. **(D)** Wound healing, Transwell invasion, and EdU staining assays detected the migration, invasion, and proliferation of PLC/PRF/5^shSema3d^ knockdown FLNA. **(E)** MTT assay detected a proliferation of HCCLM3^Sema3d^ ectopic expression of FLNA and PLC/PRF/5^shSema3d^ interference of FLNA compared with the corresponding control cells. **(F)** Sema3d restrained hepatocellular carcinoma proliferation, metastases, EMT, and cytoskeleton remodeling through inactivating Pi3k/Akt *via* interaction with FLNA. ^**^ *p* < 0.01; ^***^ *p* < 0.001. n.s, no significance.

## Discussion

HCC is the sixth most commonly diagnosed cancer and the fourth leading cause of cancer-related death worldwide (1, 33). Comprehensive treatment combined with surgery, locoregional therapies, targeted therapy, and immune therapy has gradually replaced surgery alone, but the prognosis still remains unsatisfactory (34). Precision medicine highlights that diseases should be classified into subtypes depending on the degree of heterogeneity and clinical characteristics, then develop precise treatment plans for disease subtypes to obtain the best overall outcomes (35, 36). The codevelopment of predictive biomarkers together with novel targeted therapies is essential to overcome this issue (37). In this case, there is an urgent need to discover more accurate molecular biomarkers and new therapeutic targets.

Notably, plenty of evidence demonstrated that selected members of the semaphorin family may represent useful biomarkers for the prognostic evaluation of various human tumors. Moreover, some preclinical research supports some of these molecules as relevant targets for cancer therapy (38). For instance, a humanized version of this anti-Sema4D antibody has been validated for the treatment of solid tumors in clinical trials (39). In our study, for the first time, we show that Sema3d, one of the semaphorins, is capable of suppressing HCC proliferation, invasion, and metastasis through Pi3k/AKT signaling and also has the potential to be an effective biomarker to predict the prognosis of HCC. The previous study has demonstrated that the primary receptors for semaphorins are plexins and neuropilins (40). Sema3d can act as a repellent signal to axons in zebrafish (41), inhibit the migration capacity and mediates cytoskeletal reorganization of human endothelial cells dependent or independent of these receptors (17). Increasing evidence has shown that semaphorins can also affect signal transduction through a nonplexin or nonneurropilin receptor complex (18, 19, 42). Actually, Sema3d has been proven to affect multisignaling pathways in various cells. For instance, Sema3d inhibits parathyroid cell proliferation by decreasing the EGFR/ErbB signaling pathway (19); Sema3d also inhibits tumor development following implantation in the cortex of mouse brains and significantly prolongs the survival of these mice (18), a function in cancer consistent with our research. Whatever the case, Sema3d and PlxnD1 have been shown to promote metastasis in various types of cancer and regulate the EMT of pancreatic ductal adenocarcinoma (43), which reveals that the complex function of Sema3d, and perhaps play the opposite role in a variety of cancers or cells through different receptors or signaling pathways.

Sema3d has multifunctions and causes the cellular response to depend on the receptor complexes or the downstream targets, and different receptors can produce opposing responses to the same ligand (16). In our research, we conducted RNA sequencing of Sema3d overexpressed HCCLM3 cells and combined GSEA in TCGA dataset. 

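Transcripts of Akt and of Pi3k subunits themselves were measured in the same HCCLM3 libraries. Of AKT1, AKT2, PIK3CA, PIK3CB, PIK3CD, PIK3R1, PIK3R2 and PIK3R3, 6 were lower and 2 were higher in HCCLM3 Sema3d cells, and 3 of the lower genes passed an adjusted p of 0.05, over all genes tested as well as over these 8 alone and with the replicate number as a block. PIK3CD had a log2 fold change of -0.64 (standard error 0.12, adjusted p = 0.0023, edgeR's quasi-likelihood test), with RPKM of 1.90 ± 0.15 (SD, n = 3) in HCCLM3 Sema3d and 3.09 ± 0.45 (SD, n = 3) in HCCLM3 Ctr cells. Its position overlaps CLSTN1 on the opposite strand, and the counting is not stated to use the strand. PIK3R3 fell by 0.32 on the log2 scale (adjusted p = 0.012) and PIK3R2 by a log2 fold change of -0.21 (adjusted p = 0.0094). AKT1 and AKT2 had log2 fold changes of 0.10 and 0.09, neither past the threshold (edgeR adjusted p = 0.17 and 0.15). AKT2 passed after the correction for GC content and gene length that was chosen after seeing the data (adjusted p = 0.018), as did PIK3CB (adjusted p = 0.047), which also passed with library size alone (adjusted p = 0.041). In limma on log2(RPKM + 0.1) of all genes above 0, PIK3CD, PIK3R2 and PIK3R3 did not pass (adjusted p = 0.060, 0.095 and 0.089), and without HCCLM3 Sema3d replicate 2 neither did PIK3R2 and PIK3R3 (adjusted p = 0.05001 and 0.0625). Counts of transcripts do not measure phosphorylation.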

The results showed that Pi3k/AKT signaling was downregulated in Sema3d overexpressed HCCLM3 cells and highly expressed cases, which indicated that Sema3d regulated HCC through Pi3k/AKT signaling. The hypothesis was then proved in the cells interfered with by the Pi3k/AKT signaling inhibitor. A myriad of reports disclosed that the Pi3k/Akt signaling pathway participates in various processes of human cancers such as cell proliferation, migration, angiogenesis, and lymphangiogenesis (44). For example, lncRNA HOXB-AS3 and LncRNA TCL6 exacerbate the proliferative and migratory abilities of lung cancer cells with the activation of the PI3K/AKT pathway (45, 46). Consistent with previous studies, our study also confirmed the important role of Sema3d *via* in affecting Pi3k/Akt signaling in HCC.

Previously, FLNA has been proven to regulate cytoskeleton structure and cell migration in organogenesis (47) and is also involved in multiple cellular pathways. It can be linked as an important factor in many cancer-promoting steps (48). FLNA’s function in the cytoplasm as a scaffolding protein and its vital importance in cell adhesion and migration can transform it into an extremely potent cancer-promoting protein (49). FLNA’s new role in the nucleus has led researchers to evaluate the differences that arise from the localization of the protein (32, 50). Cytoplasmic FLNA is often highly overexpressed in metastatic cancers, including breast and prostate. Specifically, in metastatic prostate cancer, cytoplasmic FLNA is phosphorylated at S2152, which prevents its cleavage at the hinge region to the 90-kDa fragment, whereas in less aggressive or benign prostate tumors, the 90-kDa FLNA is found in the nucleus. Some studies have suggested a correlation between FLNA and Pi3k/Akt pathway in prostate and colorectal cancer (51). In line with the former study, our research firstly revealed this relationship and FLNA play an important role in HCC.

In our research, Sema3d also exhibited an important function in cytoskeleton modeling and EMT. As known, EMT plays a crucial role in the early steps of HCC metastasis when cells lose cell–cell contacts due to ablation of E-cadherin and acquire increased motility to spread into surrounding or distant tissues (52). We also demonstrated the role of EMT in HCC progression in early studies (10, 53). More than that, Sema3d was demonstrated to regulate EC morphology and actin network organization *via* neuropilin1 (17), which were also verified in HCC by our research but through a totally different mechanism. In our view, the roles of FLNA, the cytoskeleton actin-binding protein, and scaffolding protein, possess more powerful regulation in cytoskeleton remodeling. It is also worth pointing out that the actin cytoskeleton plays an important role in the maintenance of cell shape, cell movement, and transportation of substances in cells and mediates cell response to cytokinesis (11, 18). In cancer cells, the actin cytoskeleton regulates migration and tumor morphogenesis and even plays a pivotal role in driving breast cancer cell resistance to natural killer cells (11, 19).

In conclusion, we proved that downregulated Sema3d in HCC significantly correlated with poor prognosis. Low Sema3d expression has the potential to serve as an independent risk-predicting marker for HCC patients. Sema3d restrained the progression of hepatocellular carcinoma proliferation, invasion, and metastasis through inactivating Pi3k/Akt, which may serve as a novel prognostic predictor and a potential therapeutic target for HCC patients.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Ethics Statement

The studies involving human participants were reviewed and approved by the Ethics Committee of Xiangya Hospital, Central South University. The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by the Ethics Committee of Xiangya Hospital, Central South University.

## Author Contributions

YL and LY conceived the study and wrote the manuscript. YL and BS conducted the experiments and contributed to the data analysis. YL, BS, CX, FZ, MC, and LY collected clinical samples and corresponding clinical data. YL and LY revised the manuscript. All authors read and approved the final manuscript.

## Funding

This work was supported by the National Natural Science Foundation of China (81773139), the Key Project of the National Natural Science Foundation of China (81330057), and Specialized Research Fund for Doctoral Program of Higher Education of China (20130162130007).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Sema3d Restrained Hepatocellular Carcinoma Progression Through Inactivating Pi3k/Akt Signaling via Interaction With FLNA
**Source:** Front Oncol. 2022 Jul 25;12:913498. doi: 10.3389/fonc.2022.913498
**Supplement:** Supplementary file 1

**Fig. S1 Kaplan-Meier curves of the TCGA-LIHC data.**

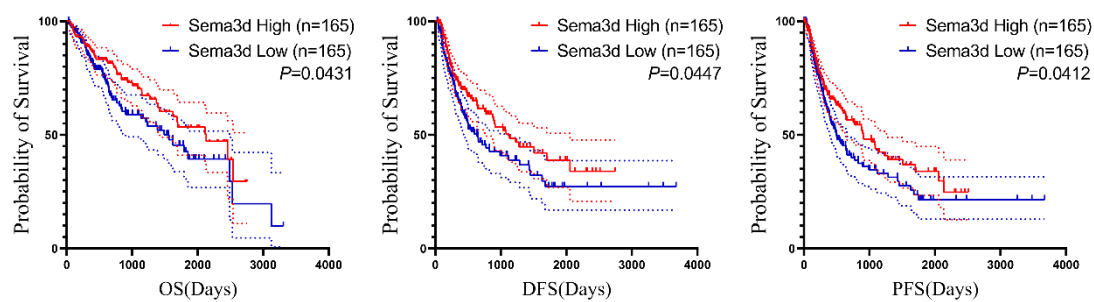

Fig. S1 Kaplan-Meier curves of the overall survival (OS), disease free survival (DFS), and progression free survival (PFS) in TCGA, the result indicated that low Sema3d expression associated with worse OS, DFS and PFS.

**Fig. S2 Testing the effect of ectopic expression in HCCLM3 and knock down in PLC/PRF/5.**

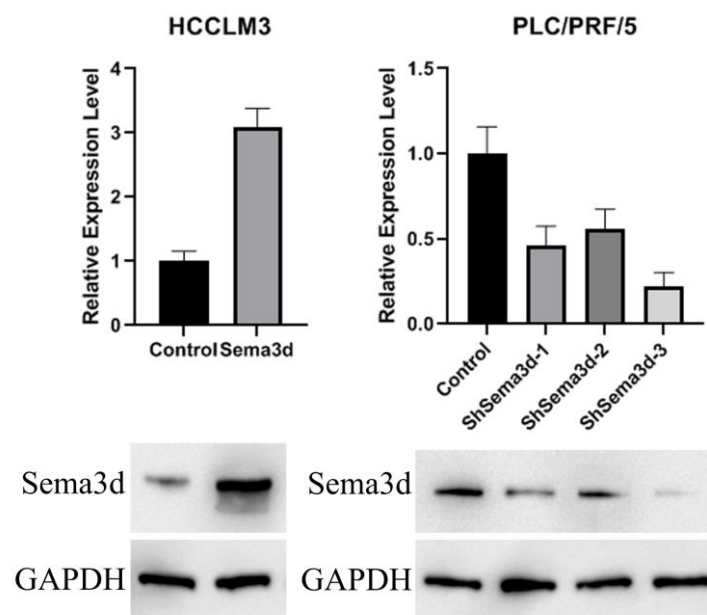

Fig. S2 Testing the effect of ectopic expression in HCCLM3 and knock down in PLC/PRF/5. Sema3d mRNA and protein expression levels were detected in Sema3d ectopic expression and knock down HCC cells. PLC/PRF/5-ShSema3d-3 was the most effective knockdown among the sequences and was chosen for further study.

**Fig. S3 EdU assay indicated that Sema3d inhibited proliferation of HCC cells**

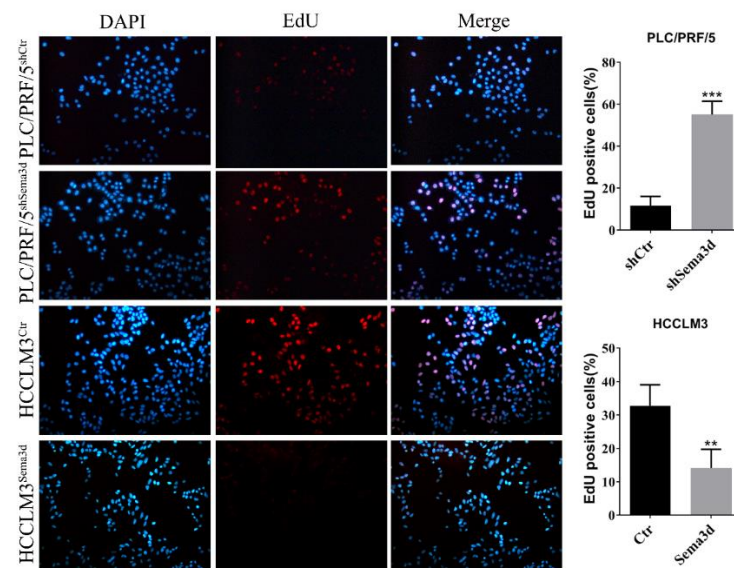

Fig. S3 EdU assay indicated that Sema3d inhibited proliferation of HCCLM3<sup>Sema3d</sup> and PLC/PRF/5<sup>shCtrl</sup> cells compared with the corresponding cells.

**Fig. S4 H&E staining of liver orthotopic xenograft tumors**

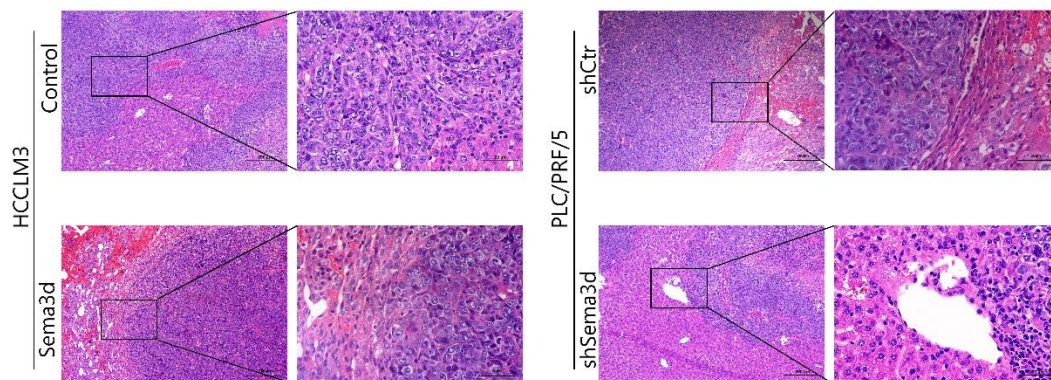

Fig. S4. H&E staining of liver orthotopic xenograft tumors revealed that the PLC/PRF/5<sup>shSema3d</sup> and HCCLM3<sup>Ctrl</sup> cells derived tumors exhibit character of invasive extension with irregular border and multi nodular, but the PLC/PRF/5<sup>shCtrl</sup> and HCCLM3<sup>Sema3d</sup> derived tumors demonstrated expansive growth with well-defined borders.

**Fig. S5 RNA-sequencing of the HCCLM3<sup>Sema3d</sup> and HCCLM3<sup>NC</sup> cells.**

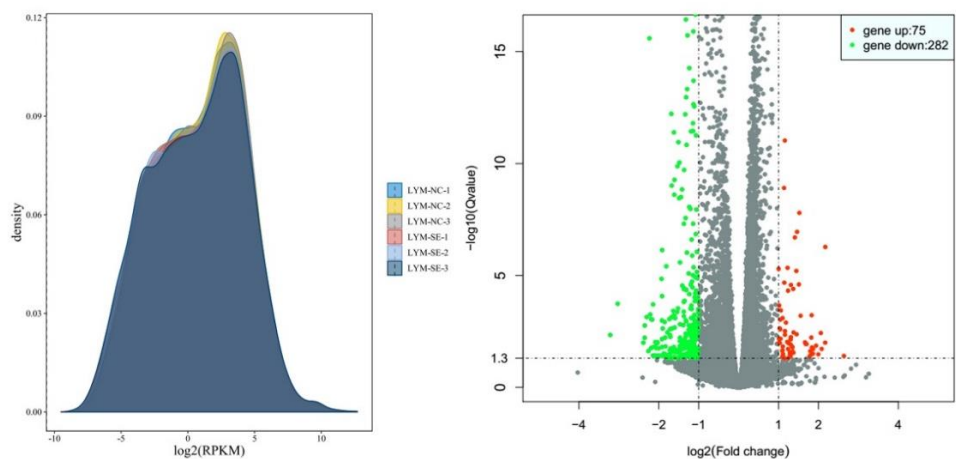

Fig.S5 RNA-sequencing of the HCCLM3<sup>Sema3d</sup> and HCCLM3<sup>NC</sup> cells. RPKM(Reads Per Kb per Million reads) was used to eliminate effect of the differences in sequencing volume. The Volcano Plots indicates that Sema3d ectopic expression in HCCLM3 decreased expression of 282 genes and increased 75 genes.

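The deposited RPKM of every gene with a count equalled its count divided by the gene's length and by the library's total, scaled to the unit of RPKM, with a largest relative deviation of 2.1e-07. The total is the sum of the counts on genes in that library. Among genes above 0, the median log2 RPKM was 0.90, 1.03 and 0.95 in the HCCLM3 Ctr libraries and 0.81, 0.82 and 0.75 in the HCCLM3 Sema3d libraries. The 10 most abundant genes held 5.13% to 5.50% of the counts of each library. TMM factors, which adjust these totals for differences in composition, were 1.02, 1.02 and 1.03 in the HCCLM3 Ctr libraries and 0.98, 0.97 and 0.98 in the HCCLM3 Sema3d libraries. With library size alone, as in RPKM, 63 genes were higher and 364 lower in HCCLM3 Sema3d cells at the same thresholds in edgeR.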

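Genes with a symbol, a mean of at least 100 counts per library and no overlap between the groups were ranked by fold change. After SEMA3D itself, the higher genes with the largest changes were PTMAP2, IGFBP3, CYR61 and SCN9A. IGFBP3, on chromosome 7 from 45951844 to 45960871, rose from an RPKM of 28.5 ± 2.10 (SD, n = 3) in HCCLM3 Ctr to 63.0 ± 1.46 (SD, n = 3) in HCCLM3 Sema3d cells, a log2 fold change of 1.21 (standard error 0.060, adjusted p = 4.1e-07, edgeR's quasi-likelihood test). CYR61, on chromosome 1 from 86046444 to 86049650, rose from 31.1 ± 2.37 to 66.5 ± 1.52 RPKM (SD, n = 3 each), a log2 fold change of 1.16 (adjusted p = 5.7e-07, same edgeR test). SCN9A had a log2 fold change of 1.14 (adjusted p = 7.2e-05). PTMAP2, a pseudogene of PTMA whose reads the counting could have shared with its parent gene, had a log2 fold change of 1.23 (adjusted p = 0.0044), with 49, 82 and 143 counts in the HCCLM3 Ctr libraries. The lower genes with the largest changes were MAP1A, UNC13A, SLFN5, NUPR1 and CLIC3. MAP1A, on chromosome 15 from 43809806 to 43823818, went from an RPKM of 3.19 ± 0.11 (SD, n = 3) in HCCLM3 Ctr to 0.853 ± 0.075 (SD, n = 3) in HCCLM3 Sema3d cells, a log2 fold change of -1.83 (standard error 0.088, adjusted p = 4.1e-07, same edgeR test). UNC13A, SLFN5 and CLIC3 had log2 fold changes of -1.70, -1.55 and -1.35, with adjusted p of 7.8e-06, 2.9e-06 and 3.2e-05 from that test. NUPR1 went from an RPKM of 14.0 ± 0.62 (SD, n = 3) in HCCLM3 Ctr to 4.74 ± 0.78 (SD, n = 3) in HCCLM3 Sema3d cells, with an edgeR adjusted p of 1.6e-05. With the replicate number as a block, the log2 fold changes of MAP1A, UNC13A, SLFN5 and CLIC3 were -1.84, -1.71, -1.55 and -1.35, and those of IGFBP3, CYR61, SCN9A and PTMAP2 were 1.21, 1.16, 1.14 and 1.29. A test of whether each change itself exceeded a log2 fold change of 1 (edgeR's glmTreat, adjusted p under 0.05) passed 2 higher and 6 lower genes.

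**Figure D1:**
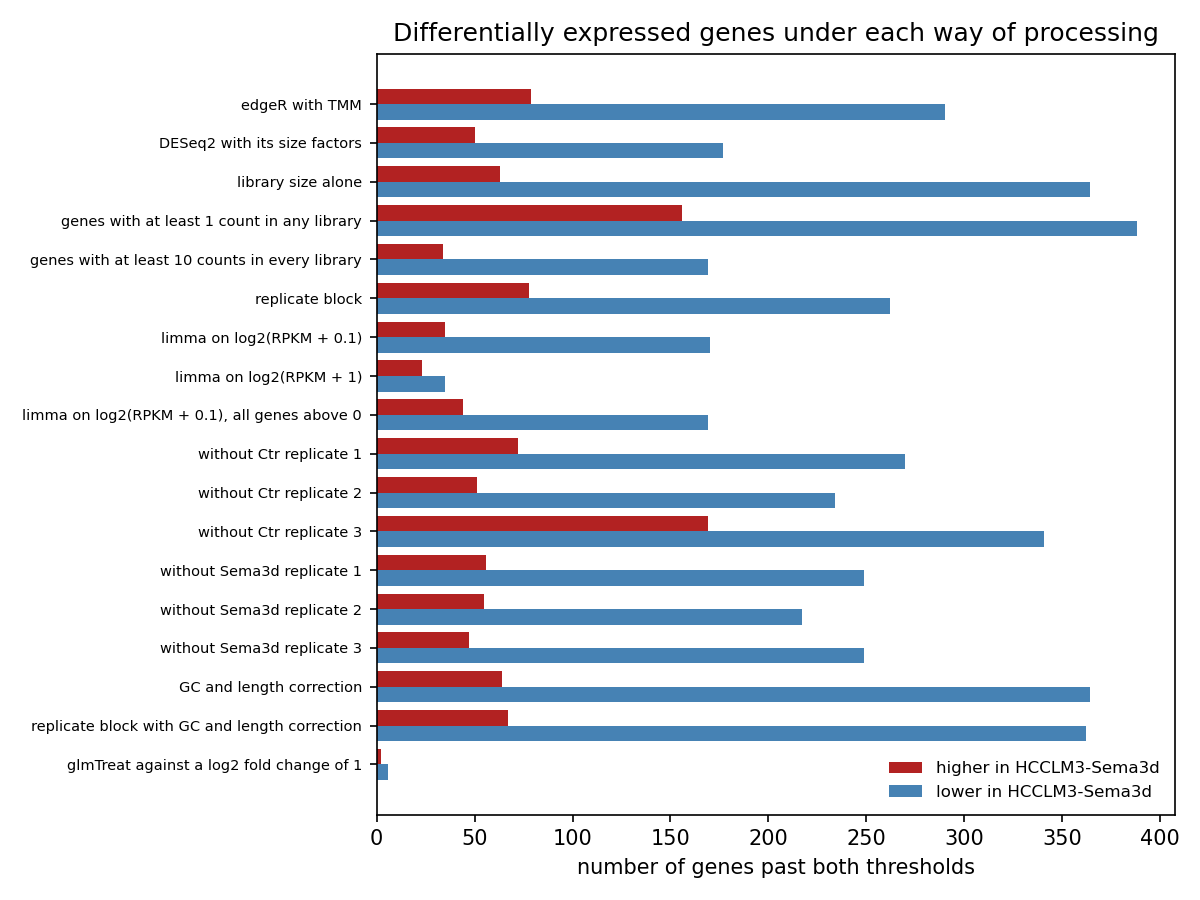
Number of genes past both thresholds (horizontal axis) that were higher (red bars) or lower (blue bars) in HCCLM3 Sema3d than in HCCLM3 Ctr cells, for each way of processing the counts or RPKM values (vertical axis). For glmTreat, the genes are those that pass its own test. The bars range from 2 to 169 higher genes and from 6 to 388 lower genes.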

**Fig. S6 Heat map of Pi3k/Akt signaling related genes downregulated in HCCLM3<sup>Sema3d</sup> cells in RNA-sequencing.**

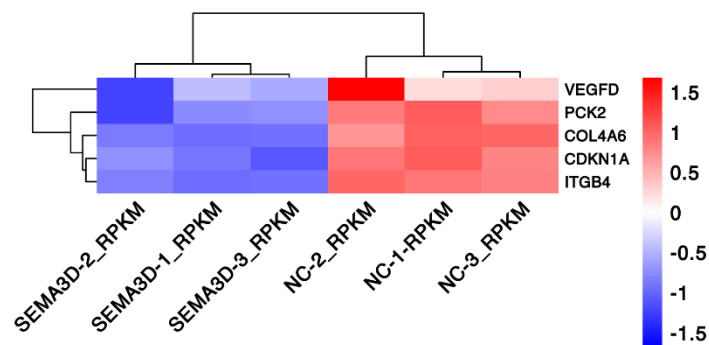

Fig.S6 RNA-sequencing of the HCCLM3<sup>Sema3d</sup> and HCCLM3<sup>NC</sup> cells revealed several Pi3k/Akt signaling related genes were downregulated by Sema3d, which indicated that Sema3d might inhibited progression of HCC cells via inactivating Pi3k/Akt signaling.

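The RPKM of each of these 5 genes was lower in every HCCLM3 Sema3d library than in every HCCLM3 Ctr library. For each gene the exact permutation test gave p = 0.1, the smallest p that 3 libraries against 3 allow. The heat map shows genes that were lower in these libraries, so this direction was fixed by that choice. ITGB4 had 22.7 ± 0.57 RPKM in HCCLM3 Ctr and 9.60 ± 0.53 in HCCLM3 Sema3d cells (SD, n = 3 each). PCK2 had 8.79 ± 0.39 and 4.04 ± 0.76 RPKM, and CDKN1A had 7.65 ± 0.32 and 3.44 ± 0.45 RPKM (SD, n = 3 each). COL4A6 had 1.12 ± 0.068 RPKM in HCCLM3 Ctr and 0.429 ± 0.021 in HCCLM3 Sema3d cells (SD, n = 3 each). VEGFD was counted least, with 11, 19 and 11 reads in the HCCLM3 Ctr libraries and 7, 1 and 6 reads in the HCCLM3 Sema3d libraries. When each library was left out in turn, the log2 fold change of ITGB4 stayed between -1.22 and -1.15, that of COL4A6 between -1.36 and -1.28, that of CDKN1A between -1.19 and -1.01, and that of PCK2 between -1.14 and -0.91. All of these fits kept an adjusted p under 0.05 in edgeR. For VEGFD the log2 fold change ranged from -1.95 to -1.15 and the adjusted p from 0.025 to 0.17, and 4 of the 6 fits no longer passed. The replicate block gave log2 fold changes of -1.18 for ITGB4, -1.32 for COL4A6, -1.09 for CDKN1A and -1.06 for PCK2.

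**Figure D2:**
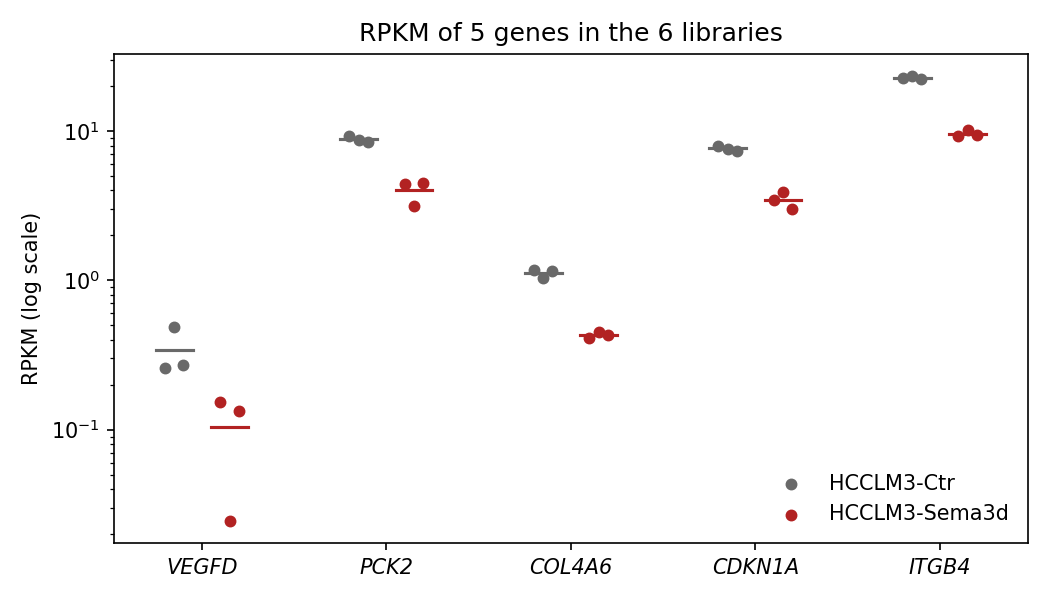
RPKM (vertical axis, log scale) of the 5 genes in each library. Points are single libraries of HCCLM3 Ctr (grey) and HCCLM3 Sema3d (red) cells and horizontal lines are means of 3 libraries; ITGB4 lies between 22.1 and 23.3 in HCCLM3 Ctr and between 9.22 and 10.2 in HCCLM3 Sema3d cells.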

**Fig. S7 Pi3k-AKT-mTor signaling and EMT significantly enriched in Sema3d-Low group.**

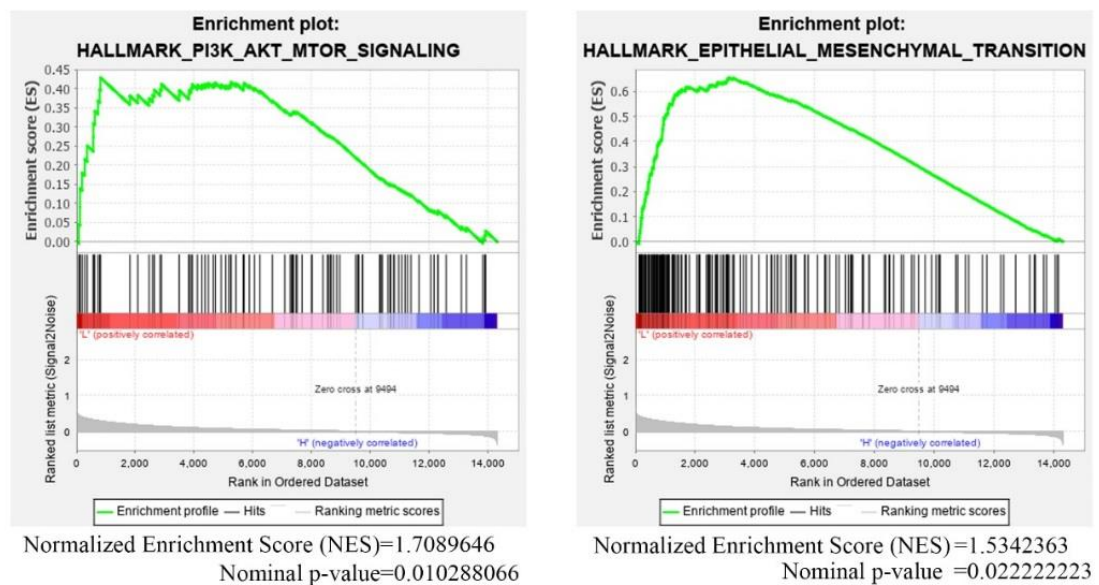

Fig. S7 GSEA was performed to analysis Hallmark gene sets in TCGA cohort, Pi3k-AKT-mTor signaling ranks the top one pathway and EMT ranks the fourth pathway enriched in Sema3d-Low expression group.

**Fig. S8 Correlation between expression of Sem3d and EMT marker in HCC**

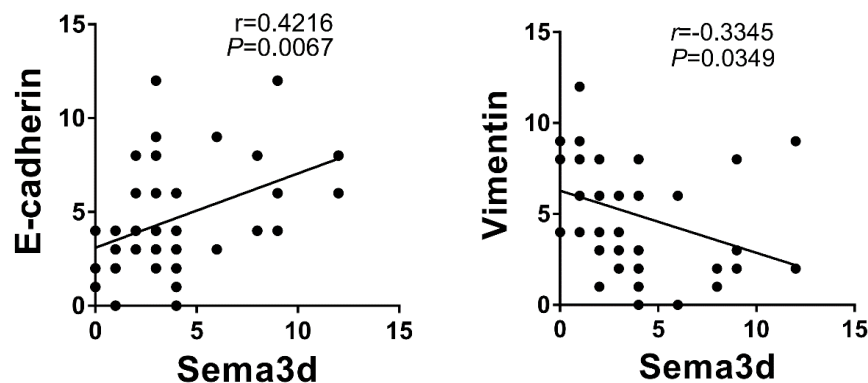

Fig. S8 Spearman rank correlation of the IHC score found that Sema3d expression level positively correlates with E-cadherin and negatively related with Vimentin.

**Fig. S9 Invasion capacity of 8 HCC cell lines**

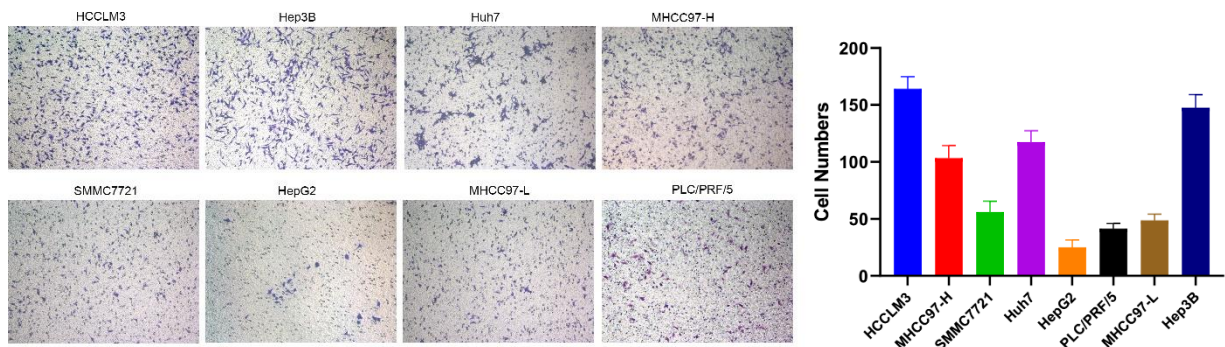

Transwell invasion assay of the 8 HCC cell lines (HCCLM3, Hep3B, Huh7, MHCC97-H, SMMC7721, HepG2, MHCC97-L and PLC/PRF/5) in the same number of cells and without any interfered. After 24 hours, the result indicates that invasion capacity of HCCLM3, Hep3B, Huh7, MHCC97-H significantly stronger than the SMMC7721, HepG2, MHCC97-L and PLC/PRF/5, the mRNA expression level mainly consistent with the degree of cell invasion capacity of HCC cell lines.

**Fig. S10 Proliferation vitality of Sema3d overexpressed PHH, PLC/PRF/5 and HCCLM3 cells and the corresponding control cells.**

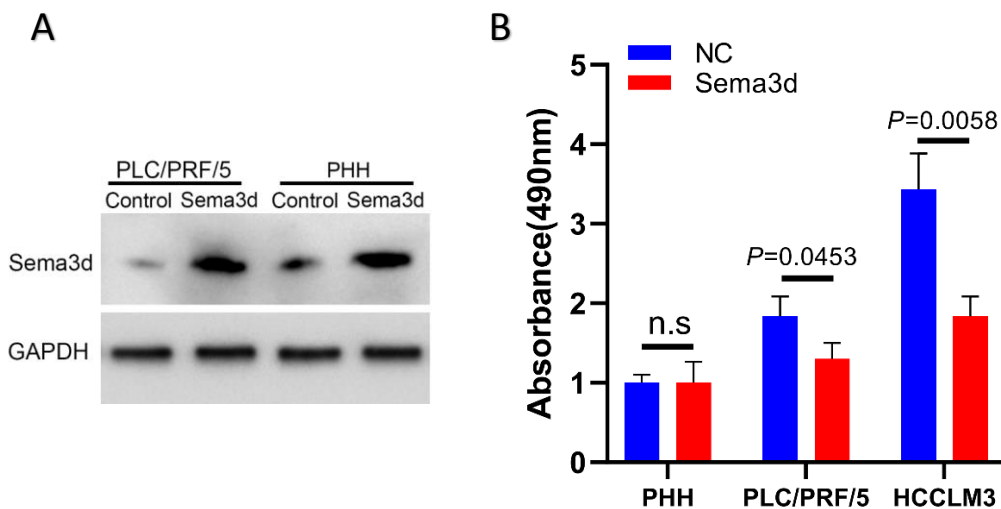

Western blot was performed to examine the effect of Sema3d ectopic expression in PHH and PLC/PRF/5 cells (Fig. S10 A). MTT assay was performed to test the proliferation vitality of PHH, PLC/PRF/5 and HCCLM3 cells transfected Sema3d ectopic expression lentivirus or control lentivirus, and the absorbance (490nm) was tested at the 5th day (Fig. S10 B). The proliferation vitality was not significantly affected in PHH cells, but significantly decreased in PLC/PRF/5 and HCCLM3 cell.

# Supplementary material for: Sema3d Restrained Hepatocellular Carcinoma Progression Through Inactivating Pi3k/Akt Signaling via Interaction With FLNA
**Source:** Front Oncol. 2022 Jul 25;12:913498. doi: 10.3389/fonc.2022.913498
**Supplement:** Supplementary file 2

**Supplementary Table S1. Correlation between Sema3d expression and clinicopathologic characteristics of HCC patients in training cohort and validation cohort.**

| Clinicopathologic variables      | Training cohort |        |     |              | Validation cohort |                   |     |              |
|----------------------------------|-----------------|--------|-----|--------------|-------------------|-------------------|-----|--------------|
|                                  | n               | Sema3d |     | <i>P</i>     | n                 | Sema3d expression |     | <i>P</i>     |
|                                  |                 | High   | Low |              |                   | High              | Low |              |
| <b>Gender</b>                    |                 | 69     | 111 | 0.132        |                   | 55                | 65  | 0.236        |
| Female                           | 39              | 19     | 20  |              | 23                | 8                 | 15  |              |
| Male                             | 141             | 50     | 91  |              | 97                | 47                | 50  |              |
| <b>Age (years)</b>               |                 |        |     | 0.147        |                   |                   |     | 0.112        |
| ≤50                              | 116             | 49     | 67  |              | 87                | 36                | 51  |              |
| >50                              | 64              | 20     | 44  |              | 33                | 19                | 14  |              |
| <b>AFP(ng/ml)</b>                |                 |        |     | 0.229        |                   |                   |     | 0.364        |
| <20                              | 29              | 14     | 15  |              | 22                | 12                | 10  |              |
| ≥20                              | 151             | 55     | 96  |              | 98                | 43                | 55  |              |
| <b>Hepatitis B status</b>        |                 |        |     | 0.105        |                   |                   |     | 0.249        |
| Negative                         | 29              | 15     | 14  |              | 27                | 15                | 12  |              |
| Positive                         | 151             | 54     | 97  |              | 93                | 40                | 53  |              |
| <b>Liver cirrhosis</b>           |                 |        |     | 0.152        |                   |                   |     | 0.299        |
| Absent                           | 64              | 29     | 35  |              | 48                | 25                | 23  |              |
| Present                          | 116             | 40     | 76  |              | 72                | 31                | 42  |              |
| <b>Child-Pugh classification</b> |                 |        |     | 0.293        |                   |                   |     | 0.184        |
| A                                | 113             | 40     | 73  |              | 73                | 37                | 36  |              |
| B                                | 67              | 29     | 38  |              | 47                | 18                | 29  |              |
| <b>Tumor size(cm)</b>            |                 |        |     | <b>0.032</b> |                   |                   |     | <b>0.003</b> |
| ≤ 5                              | 74              | 35     | 38  |              | 46                | 29                | 17  |              |
| > 5                              | 106             | 34     | 72  |              | 74                | 26                | 48  |              |
| <b>Tumor nodule number</b>       |                 |        |     | <b>0.034</b> |                   |                   |     | <b>0.002</b> |
| Solitary                         | 113             | 50     | 63  |              | 69                | 40                | 29  |              |
| Multiple (≥ 2)                   | 67              | 19     | 48  |              | 51                | 15                | 36  |              |
| <b>Capsulation formation</b>     |                 |        |     | 0.207        |                   |                   |     | 0.129        |
| Presence                         | 91              | 39     | 52  |              | 50                | 27                | 23  |              |
| Absence                          | 89              | 30     | 59  |              | 70                | 28                | 42  |              |
| <b>Edmondson-Steiner grade</b>   |                 |        |     | 0.059        |                   |                   |     | 0.225        |
| I & II                           | 78              | 36     | 42  |              | 53                | 21                | 32  |              |
| III&IV                           | 102             | 33     | 69  |              | 67                | 34                | 33  |              |
| <b>Microvascular invasion</b>    |                 |        |     | <b>0.013</b> |                   |                   |     | <b>0.005</b> |
| Absence                          | 121             | 54     | 67  |              | 71                | 40                | 31  |              |
| Presence                         | 59              | 15     | 44  |              | 49                | 15                | 34  |              |
| <b>Macrovascular invasion</b>    |                 |        |     | <b>0.032</b> |                   |                   |     | <b>0.029</b> |
| Absence                          | 143             | 61     | 82  |              | 102               | 51                | 51  |              |
| Presence                         | 37              | 8      | 29  |              | 18                | 4                 | 14  |              |
| <b>BCLC stage</b>                |                 |        |     | <b>0.002</b> |                   |                   |     | <b>0.001</b> |
| 0&A                              | 83              | 42     | 41  |              | 51                | 32                | 19  |              |
| B&C                              | 97              | 27     | 70  |              | 69                | 23                | 46  |              |
| <b>TNM stage</b>                 |                 |        |     | <b>0.012</b> |                   |                   |     | <b>0.013</b> |
| I                                | 73              | 36     | 37  |              | 53                | 31                | 22  |              |
| II & III                         | 107             | 33     | 74  |              | 67                | 24                | 43  |              |

| CNLC stage | <0.001 |    |    |    |    |    | 0.009 |
|------------|--------|----|----|----|----|----|-------|
| I          | 86     | 45 | 41 | 48 | 29 | 19 |       |
| II & III   | 94     | 24 | 70 | 72 | 26 | 46 |       |

Abbreviations: AFP, alpha-fetoprotein; TNM, tumor node metastasis; BCLC, Barcelona Clinic Liver Cancer; CNLC, China Clinic Liver Cancer.

**Supplementary Table S2. Univariate and multivariate analyses of risk factors associated with overall survival and disease-free survival of HCC patients in training cohort.**

| Clinicopathologic variables      | OS                        |                       | DFS                       |                       |
|----------------------------------|---------------------------|-----------------------|---------------------------|-----------------------|
|                                  | Univariate Analysis       | Multivariate Analysis | Univariate Analysis       | Multivariate Analysis |
|                                  | <i>P</i>                  | <i>P</i>              | <i>P</i>                  | <i>P</i>              |
|                                  | HR(95% CI)                | HR(95% CI)            | HR(95% CI)                | HR(95% CI)            |
| <b>Gender</b>                    | 0.940                     | NA                    | 0.271                     | NA                    |
| Female                           | 1                         |                       | 1                         |                       |
| Male                             | 1.017(0.661-1.565)        |                       | 1.224(0.854-1.754)        |                       |
| <b>Age (years)</b>               | 0.389                     | NA                    | 0.100                     | NA                    |
| ≤50                              | 1                         |                       | 1                         |                       |
| >50                              | 1.183(0.807-1.733)        |                       | 1.304(0.951-1.790)        |                       |
| <b>AFP(ng/ml)</b>                | <b>0.033</b>              | 0.077                 | <b>&lt;0.001</b>          | 0.057                 |
| <20                              | <b>1</b>                  | 1                     | <b>1</b>                  | 1                     |
| ≥20                              | <b>1.600(1.039-2.464)</b> | 1.573(0.953-2.597)    | <b>1.993(1.417-2.804)</b> | 1.487(0.989-2.238)    |
| <b>Hepatitis B status</b>        | 0.606                     | NA                    | 0.152                     | NA                    |
| Negative                         | 1                         |                       | <b>1</b>                  |                       |
| Positive                         | 1.116(0.736-1.692)        |                       | <b>1.292(0.910-1.835)</b> |                       |
| <b>Liver cirrhosis</b>           | 0.138                     | NA                    | 0.064                     | NA                    |
| Absent                           | 1                         |                       | 1                         |                       |
| Present                          | 1.345(0.909-1.989)        |                       | 1.351(0.983-1.858)        |                       |
| <b>Child-Pugh classification</b> | 0.145                     | NA                    | 0.104                     | NA                    |
| A                                | 1                         |                       | 1                         |                       |
| B                                | 1.318(0.909-1.909)        |                       | 1.320(0.945-1.845)        |                       |
| <b>Tumor size (cm)</b>           | <b>0.002</b>              | 0.337                 | <b>0.013</b>              | 0.529                 |
| ≤ 5                              | <b>1</b>                  | 1                     | <b>1</b>                  | 1                     |
| > 5                              | <b>1.774(1.228-2.563)</b> | 1.236(0.802-1.907)    | <b>1.514(1.091-2.100)</b> | 1.127(0.777-1.634)    |
| <b>Tumor nodule number</b>       | <b>&lt;0.001</b>          | 0.052                 | <b>0.018</b>              | 0.063                 |
| Solitary                         | <b>1</b>                  | 1                     | <b>1</b>                  | 1                     |

|                                |                           |                           |                           |                           |
|--------------------------------|---------------------------|---------------------------|---------------------------|---------------------------|
| Multiple ( $\geq 2$ )          | <b>2.673(1.840-3.883)</b> | 1.500(0.996-2.413)        | <b>1.476(1.068-2.038)</b> | 1.472(0.979-2.212)        |
| <b>Capsulation formation</b>   | <b>0.039</b>              | 0.149                     | <b>0.009</b>              | 0.066                     |
| Presence                       | <b>1</b>                  | 1                         | <b>1</b>                  | 1                         |
| Absence                        | <b>1.472(1.020-2.124)</b> | 1.388(0.674-1.708)        | <b>1.536(1.113-2.121)</b> | 1.392(0.978-1.981)        |
| <b>Edmondson-Steiner grade</b> | <b>0.008</b>              | 0.140                     | <b>0.007</b>              | 0.190                     |
| I & II                         | <b>1</b>                  | 1                         | <b>1</b>                  | 1                         |
| III&IV                         | <b>1.643(1.139-2.371)</b> | 1.364(0.903-2.059)        | <b>1.571(1.134-2.177)</b> | 1.297(0.879-1.915)        |
| <b>Microvascular invasion</b>  | <b>0.006</b>              | <b>0.005</b>              | <b>0.003</b>              | <b>0.017</b>              |
| Absence                        | <b>1</b>                  | <b>1</b>                  | <b>1</b>                  | <b>1</b>                  |
| Presence                       | <b>1.707(1.169-2.492)</b> | <b>1.996(1.231-3.236)</b> | <b>1.686(1.199-2.370)</b> | <b>1.541(1.080-2.197)</b> |
| <b>Macrovascular invasion</b>  | <b>&lt;0.001</b>          | <b>0.002</b>              | <b>&lt;0.001</b>          | <b>&lt;0.001</b>          |
| Absence                        | <b>1</b>                  | <b>1</b>                  | <b>1</b>                  | <b>1</b>                  |
| Presence                       | <b>2.206(1.362-3.012)</b> | <b>1.971(1.289-3.013)</b> | <b>2.047(1.394-3.003)</b> | <b>2.078(1.399-3.086)</b> |
| <b>BCLC stage</b>              | <b>0.018</b>              | <b>0.025</b>              | <b>0.003</b>              | <b>0.034</b>              |
| 0&A                            | <b>1</b>                  | <b>1</b>                  | <b>1</b>                  | <b>1</b>                  |
| B&C                            | <b>1.628(1.086-2.441)</b> | <b>1.731(1.071-2.797)</b> | <b>1.665(1.191-2.328)</b> | <b>1.531(1.033-2.268)</b> |
| <b>TNM stage</b>               | <b>0.014</b>              | <b>0.017</b>              | <b>0.001</b>              | <b>&lt;0.001</b>          |
| I                              | <b>1</b>                  | <b>1</b>                  | <b>1</b>                  | <b>1</b>                  |
| II & III                       | <b>1.635(1.105-2.421)</b> | <b>1.783(1.107-2.873)</b> | <b>1.821(1.294-2.563)</b> | <b>2.124(1.476-3.076)</b> |
| <b>CNLC stage</b>              | <b>&lt;0.001</b>          | <b>0.007</b>              | <b>0.003</b>              | <b>0.004</b>              |
| I                              | <b>1</b>                  | <b>1</b>                  | <b>1</b>                  | <b>1</b>                  |
| II & III                       | <b>1.971(1.366-2.844)</b> | <b>1.777(1.168-2.702)</b> | <b>1.616(1.171-2.230)</b> | <b>1.801(1.213-2.673)</b> |
| <b>Sema3d expression</b>       | <b>0.013</b>              | <b>0.019</b>              | <b>0.001</b>              | <b>0.022</b>              |
| Low                            | <b>1</b>                  | <b>1</b>                  | <b>1</b>                  | <b>1</b>                  |
| High                           | <b>1.579(1.103-2.262)</b> | <b>1.502(1.069-2.110)</b> | <b>1.840(1.276-2.653)</b> | <b>1.484(1.058-2.081)</b> |

Abbreviations: AFP, alpha-fetoprotein; HBsAg, hepatitis B surface antigen; TNM, tumor node metastasis; BCLC, Barcelona Clinic Liver Cancer; CNLC, China Clinic Liver Cancer.

**Supplementary Table S3. Univariate and multivariate analyses of risk factors associated with overall survival and disease-free survival of HCC patients in validation cohort.**

| Clinicopathologic variables      | OS                        |                       | DFS                       |                       |
|----------------------------------|---------------------------|-----------------------|---------------------------|-----------------------|
|                                  | Univariate Analysis       | Multivariate Analysis | Univariate Analysis       | Multivariate Analysis |
|                                  | <i>P</i>                  | <i>P</i>              | <i>P</i>                  | <i>P</i>              |
|                                  | HR(95% CI)                | HR(95% CI)            | HR(95% CI)                | HR(95% CI)            |
| <b>Gender</b>                    | 0.489                     | NA                    | 0.496                     | NA                    |
| Female                           | 1                         |                       | 1                         |                       |
| Male                             | 1.213(0.703-2.093)        |                       | 1.195(0.715-1.998)        |                       |
| <b>Age (years)</b>               | 0.510                     | NA                    | 0.889                     | NA                    |
| ≤50                              | 1                         |                       | 1                         |                       |
| >50                              | 1.173(0.729-1.887)        |                       | 1.033(0.654-1.633)        |                       |
| <b>AFP(ng/ml)</b>                | <b>0.039</b>              | 0.317                 | <b>0.013</b>              | 0.132                 |
| <20                              | <b>1</b>                  | 1                     | <b>1</b>                  | 1                     |
| ≥20                              | <b>1.702(1.028-2.818)</b> | 1.320(0.766-2.277)    | <b>1.819(1.135-2.914)</b> | 1.478(0.889-2.458)    |
| <b>Hepatitis B status</b>        | 0.215                     | NA                    | 0.175                     | NA                    |
| Negative                         | 1                         |                       | 1                         |                       |
| Positive                         | 1.413(0.818-2.440)        |                       | 1.418(0.857-2.347)        |                       |
| <b>Liver cirrhosis</b>           | 0.131                     | NA                    | 0.142                     | NA                    |
| Absent                           | 1                         |                       | 1                         |                       |
| Present                          | 1.417(0.902-2.227)        |                       | 1.368(0.900-2.078)        |                       |
| <b>Child-Pugh classification</b> | 0.162                     | NA                    | 0.053                     | NA                    |
| A                                | 1                         |                       | 1                         |                       |
| B                                | 1.365(0.883-2.109)        |                       | 1.497(0.994-2.252)        |                       |
| <b>Tumor size (cm)</b>           | 0.064                     | NA                    | 0.233                     | NA                    |
| ≤ 5                              | 1                         |                       | 1                         |                       |
| > 5                              | 1.545(0.976-2.448)        |                       | 1.289(0.849-1.957)        |                       |
| <b>Tumor nodule number</b>       | <b>0.017</b>              | <b>0.002</b>          | <b>0.001</b>              | <b>0.031</b>          |
| Solitary                         | <b>1</b>                  | <b>1</b>              | <b>1</b>                  | <b>1</b>              |

|                                |                     |                    |                    |                     |
|--------------------------------|---------------------|--------------------|--------------------|---------------------|
| Multiple ( $\geq 2$ )          | 1.751(1.105-2.776)  | 2.242(1.358-3.701) | 1.995(1.327-3.000) | 1.643(1.048-2.578)  |
| <b>Capsulation formation</b>   | 0.023               | 0.371              | 0.032              | 0.243               |
| Presence                       | 1                   | 1                  | 1                  | 1                   |
| Absence                        | 1.682(1.074-2.636)  | 1.362(0.692-2.678) | 1.576(1.040-2.388) | 1.460(0.773-2.757)  |
| <b>Edmondson-Steiner grade</b> | 0.019               | 0.028              | 0.007              | 0.011               |
| I & II                         | 1                   | 1                  | 1                  | 1                   |
| III&IV                         | 1.692(1.091-2.625)  | 1.691(1.057-2.705) | 1.750(1.161-2.638) | 1.802(1.145-2.835)  |
| <b>Microvascular invasion</b>  | 0.008               | 0.029              | 0.005              | 0.012               |
| Absence                        | 1                   | 1                  | 1                  | 1                   |
| Presence                       | 1.801(1.168-2.775)  | 1.713(1.058-2.773) | 1.778(1.187-2.665) | 1.870(1.150-3.042)  |
| <b>Macrovascular invasion</b>  | 0.006               | 0.002              | 0.002              | 0.027               |
| Absence                        | 1                   | 1                  | 1                  | 1                   |
| Presence                       | 1.944(1.212-3.118)  | 2.242(1.358-3.701) | 2.049(1.300-3.231) | 1.795(1.067-3.019)  |
| <b>BCLC stage</b>              | 0.040               | 0.038              | 0.019              | 0.009               |
| 0&A                            | 1                   | 1                  | 1                  | 1                   |
| B&C                            | 1.774(1.028-3.064)  | 1.850(1.035-3.308) | 1.832(1.105-3.034) | 2.406(1.192-3.513)- |
| <b>TNM stage</b>               | 0.002               | 0.018              | <0.001             | 0.013               |
| I                              | 1                   | 1                  | 1                  | 1                   |
| II & III                       | 2.078(1.320-3.272)  | 1.913(1.120-3.269) | 2.154(1.409-3.292) | 1.880(1.141-3.097)  |
| <b>CNLC stage</b>              | 0.012               | 0.019              | 0.006              | 0.026               |
| I                              | 1                   | 1                  | 1                  | 1                   |
| II & III                       | 1.807(1.140-2.865)  | 1.782(1.099-2.890) | 1.828(1.191-2.805) | 1.842(1.077-3.152)  |
| <b>Sema3d expression</b>       | 0.002               | 0.031              | 0.004              | 0.021               |
| High                           | 1                   | 1                  | 1                  | 1                   |
| Low                            | 1.865 (1.260-2.761) | 1.567(1.043-2.355) | 1.788(1.207-2.647) | 1.486(1.061-2.083)  |

Abbreviations: AFP, alpha-fetoprotein; HBsAg, hepatitis B surface antigen; TNM, tumor node metastasis; BCLC, Barcelona Clinic Liver Cancer; CNLC, China Clinic Liver Cancer.

**Supplementary Table S4. Clinicopathological characteristics of HCC patients in training cohort and validation cohort.**

| Clinicopathologic variables      | Counts          |                   | <i>P</i> |
|----------------------------------|-----------------|-------------------|----------|
|                                  | Training cohort | Validation cohort |          |
| <b>Gender</b>                    |                 |                   | 0.600    |
| Female                           | 39(21.67%)      | 23(19.17%)        |          |
| Male                             | 141(78.33%)     | 97(80.83%)        |          |
| <b>Age (years)</b>               |                 |                   | 0.144    |
| ≤60                              | 116(64.44%)     | 87(72.50%)        |          |
| >60                              | 64(35.56%)      | 33(27.50%)        |          |
| <b>AFP(ng/ml)</b>                |                 |                   | 0.804    |
| <20                              | 31(17.22%)      | 22(18.33%)        |          |
| ≥20                              | 149(82.78%)     | 98(81.67%)        |          |
| <b>Hepatitis B status</b>        |                 |                   | 0.615    |
| Negative                         | 29(16.11%)      | 27(18.33%)        |          |
| Positive                         | 151(83.89%)     | 93(81.67%)        |          |
| <b>Liver cirrhosis</b>           |                 |                   | 0.436    |
| Absent                           | 64(35.56%)      | 48(40.00%)        |          |
| Present                          | 116(64.44%)     | 72(60.00%)        |          |
| <b>Child-Pugh classification</b> |                 |                   | 0.734    |
| A                                | 113(62.78%)     | 73(60.83%)        |          |
| B                                | 67(37.22%)      | 47(39.17%)        |          |
| <b>Tumor size (cm)</b>           |                 |                   | 0.630    |
| ≤ 5                              | 74(41.11%)      | 46(38.33%)        |          |
| > 5                              | 106(58.89%)     | 74(61.67%)        |          |
| <b>Tumor nodule number</b>       |                 |                   | 0.359    |
| Solitary                         | 113(62.78%)     | 69(57.50%)        |          |
| Multiple (≥ 2)                   | 67(37.22%)      | 51(42.50%)        |          |
| <b>Capsulation formation</b>     |                 |                   | 0.131    |
| Presence                         | 91(50.56%)      | 50(41.67%)        |          |

|                                |              |             |       |
|--------------------------------|--------------|-------------|-------|
| Absence                        | 89(49.44%)   | 70(58.33%)  |       |
| <b>Edmondson-Steiner grade</b> |              |             | 0.886 |
| I & II                         | 78(43.33%)   | 53(44.17%)  |       |
| III&IV                         | 102 (56.67%) | 67(55.83%)  |       |
| <b>Microvascular invasion</b>  |              |             | 0.154 |
| Absence                        | 121(67.22%)  | 71(59.17%)  |       |
| Presence                       | 59(32.78%)   | 49 (40.83%) |       |
| <b>Macrovascular invasion</b>  |              |             | 0.223 |
| Absence                        | 143(79.44%)  | 102(85.00%) |       |
| Presence                       | 37(20.56%)   | 18(15.00%)  |       |
| <b>BCLC stage</b>              |              |             | 0.538 |
| 0&A                            | 83(46.11%)   | 51(42.50%)  |       |
| B&C                            | 97 (53.89%)  | 69(65.38%)  |       |
| <b>TNM stage</b>               |              |             | 0.535 |
| I                              | 73(40.56%)   | 53(44.17%)  |       |
| II &III                        | 107(59.44%)  | 67(55.83%)  |       |
| <b>CNLC stage</b>              |              |             | 0.184 |
| I                              | 86(44.78%)   | 48(40.00%)  |       |
| II &III                        | 94(52.22%)   | 72(60.00%)  |       |

Abbreviations: AFP, alpha-fetoprotein; HBsAg, hepatitis B surface antigen; TNM, tumor node metastasis; BCLC, Barcelona Clinic Liver Cancer; CNLC, China Clinic Liver Cancer.

**Supplementary Table S5. High expressed pathways in the Sema3d\_Low group of Gene set enrichment analysis (GSEA)**

| NAME                                       | NES             | NOM p-val       |
|--------------------------------------------|-----------------|-----------------|
| <b>HALLMARK_PI3K_AKT_MTOR_SIGNALING</b>    | <b>1.724282</b> | <b>0.005714</b> |
| HALLMARK_KRAS_SIGNALING_UP                 | 1.597425        | 0.006085        |
| HALLMARK_INFLAMMATORY_RESPONSE             | 1.586428        | 0.018256        |
| HALLMARK_EPITHELIAL_MESENCHYMAL_TRANSITION | 1.563879        | 0.027944        |
| HALLMARK_APICAL_JUNCTION                   | 1.554019        | 0.034205        |
| HALLMARK_ALLOGRAFT_REJECTION               | 1.538897        | 0.046122        |
| HALLMARK_APOPTOSIS                         | 1.521574        | 0.047423        |
| HALLMARK_IL2_STAT5_SIGNALING               | 1.513966        | 0.029598        |
| HALLMARK_IL6_JAK_STAT3_SIGNALING           | 1.512123        | 0.036511        |
| HALLMARK_ANGIOGENESIS                      | 1.488971        | 0.049180        |

**Supplementary Table S6. Low expressed pathways in the Sema3D\_Low group of Gene set enrichment analysis (GSEA)**

| NAME                                     | NES      | NOM p-val |
|------------------------------------------|----------|-----------|
| HALLMARK_OXIDATIVE_PHOSPHORYLATION       | -1.80412 | 0.040698  |
| HALLMARK_FATTY_ACID_METABOLISM           | -1.08988 | 0.369388  |
| HALLMARK_PEROXISOME                      | -1.04845 | 0.411157  |
| HALLMARK_DNA_REPAIR                      | -0.95115 | 0.522088  |
| HALLMARK_REACTIVE_OXYGEN_SPECIES_PATHWAY | -0.87475 | 0.614801  |
| HALLMARK_ADIPOGENESIS                    | -0.84374 | 0.640657  |
| HALLMARK_BILE_ACID_METABOLISM            | -0.73125 | 0.748441  |
| HALLMARK_XENOBIOTIC_METABOLISM           | -0.65223 | 0.860082  |
| HALLMARK_MYC_TARGETS_V1                  | -0.63144 | 0.757085  |
| HALLMARK_MYC_TARGETS_V2                  | -0.51806 | 0.928425  |

**Supplementary Table S7. Result of co-IP combined LC-MS/MS**

| Entry name        | Coverage [%] | # PSMs    | Score Sequest HT: Sequest HT |
|-------------------|--------------|-----------|------------------------------|
| K2C1_HUMAN        | 59           | 74        | 221.85                       |
| K1C9_HUMAN        | 69           | 49        | 169.45                       |
| K22E_HUMAN        | 67           | 50        | 161.64                       |
| K1C10_HUMAN       | 52           | 35        | 117.44                       |
| <b>FLNA_HUMAN</b> | <b>12</b>    | <b>30</b> | <b>85.13</b>                 |
| HSP7C_HUMAN       | 32           | 28        | 78.14                        |
| ALBU_HUMAN        | 31           | 26        | 70.7                         |
| ACTB_HUMAN        | 43           | 22        | 68.15                        |
| TBB4B_HUMAN       | 42           | 25        | 67.21                        |
| TBB5_HUMAN        | 44           | 23        | 63.66                        |
| HS90A_HUMAN       | 20           | 23        | 57.81                        |
| K2C6A_HUMAN       | 29           | 19        | 50.6                         |
| TBA1B_HUMAN       | 24           | 15        | 43.82                        |
| TBA1A_HUMAN       | 24           | 15        | 43.56                        |
| HS90B_HUMAN       | 21           | 18        | 43.17                        |
| G3P_HUMAN         | 50           | 14        | 41.06                        |
| BIP_HUMAN         | 19           | 11        | 39.18                        |
| H2A2C_HUMAN       | 30           | 14        | 38.35                        |
| K1C16_HUMAN       | 31           | 12        | 35.97                        |
| CH60_HUMAN        | 18           | 10        | 35.46                        |

# Supplementary material for: Sema3d Restrained Hepatocellular Carcinoma Progression Through Inactivating Pi3k/Akt Signaling via Interaction With FLNA
**Source:** Front Oncol. 2022 Jul 25;12:913498. doi: 10.3389/fonc.2022.913498
**Supplement:** Supplementary file 3

## **Supplementary methods and materials:**

### **RNA extraction and quantitative real-time PCR**

Total RNA was extracted from tissues or cells with TRIzol reagent (Invitrogen, Carlsbad, CA). Reverse transcription were performed using an Advantage RT-for-PCR Kit (Takara, Dalian, China). qRT-PCR analysis was done using SYBR®Green Real time PCR Master Mix assay kit (Takara) in a 7300 Real-Time PCR system (Applied Biosystems Inc., Foster City, CA) with the following primers: Sema3d forward, AGAAGAGTTCACAGCAGGTCT and reverse, ACAATGTTCTCTTTCAAATGGTGTT.

### **Transfection and clone selection**

The ectopic expression and knockdown lentivirus as well as control lentivirus for Sema3d and FLNA were all purchased from GenePharma (Suzhou, China). Transfection was performed according to the manufacturer's instructions. Puromycin (2 µg/mL) was used to select stable clones. The sequences of shRNA are listed as follows: Sema3d-sh1: GCCGTCCTGAAGATGTAA AC; Sema3d-sh2: GCCAGTTCTACGGACAGAAGA; Sema3d-sh3: GCCCAGCAACGAATCAAATGG; FLNA-sh1: ATCAATTCAAGAGATTGATGT; FLNA-sh2: ACT TTTTCAAGAGAAAAGTTC; FLNA-sh3: CAATATTCA AGAGATATTGTT.

### **MTT assay**

For MTT assay,  $5 \times 10^3$  cells were seeded in 96-well plates, incubated for 0–7 days, MTT solution (10 µl of 2.5 mg/mL MTT, Thermo Fisher Scientific, USA) were added to the well under detection. The plates were incubated at 37°C for 4 h, followed by addition of 150 µl of dimethyl sulfoxide to each well, and then incubated at 37°C for another 10 min to dissolve the formazan crystals. The absorbance values were determined at 490 nm. The relative cell number was normalized by the absorbance from the control cells.

### **Survival analysis of TCGA dataset**

The TCGA-LIHC dataset (n=425) and clinical data were obtained from with recurrence information from The Cancer Genome Atlas (TCGA, <http://cancergenome.nih.gov/>). For reducing the error, 79 cases were deleted which Sema3d mRNA expression or >50% genes expression value were missing. 16 cases were deleted which the survive time within 1 month, whose death mainly caused by the treatment but not tumor progression. Then the cases were grouped by median and the Kaplan-Meier method and log-rank test were performed to analyze the Overall survival, Disease free survival and Progression free Survival.

### **Gene set enrichment analysis (GSEA)**

The GSEA (<http://www.broadinstitute.org/gsea>) tool was used to determine the differential enrichment of gene sets in the HCC patient samples belonging to high and low Sema3d expression groups. Gene expression data from TCGA were divided into high and low expression groups according to the median level of Sema3d mRNA expression, and GSEA was used to explore the influence of Sema3d expression level on each gene and to analyze the mechanism underlying the involvement of Sema3d in the invasion and metastasis of HCC. The genome was sequenced 1000 times per analysis. In addition, the level of Sema3d was used as a phenotypic marker. The nominal p-value (NOM p) and the normalized enrichment score (NES) were used to classify enrichment

pathways in each phenotype.

#### Co-immunoprecipitation (co-IP) assay

For Co-IP, pre-cleared protein from whole cell lysates were incubated with antibody against Sema3d or FLNA at 4 °C overnight, which was conjugated to AminoLink Plus Resin (Pierce, Rockford, IL), The IP targets were disassociated from the immobilized antibodies on the AminoLink Plus Resin by the gentle elution buffer. Eluted proteins were resolved using 10% SDS-PAGE, followed by western blot with appropriate antibodies.

#### Cell immunofluorescence staining

Indicated HCC cells ( $2 \times 10^4$  cells) were seeded into 12-well plate with glass coverslips for 24 h. Then cells were successively fixed in 4% paraformaldehyde, permeabilized with 0.25% Triton X-100, blocked with 1% BSA and incubated with primary antibody at 4 °C overnight. After washed with PBS, cells were incubated with appropriate DyLight-conjugated secondary antibody and DAPI (Vector laboratories, Burlingame, CA). Finally, the slides were mounted and images were captured using an inverted fluorescence microscope DMI4000-B (Leica, Wetzlar, Germany).

**Table. 1 The sequences of PCR primers used in this study**

| Genes      | Application | Sequence (5'→3')             |
|------------|-------------|------------------------------|
| Sema3d     | qRT-PCR     | F: AGAAGAGTTCACAGCAGGTCT     |
|            |             | R: ACAATGTTCTCTTTCAAATGGTGTT |
| GAPDH      | qRT-PCR     | F: TGGCCTTCCGTGTTCTAC        |
|            |             | R: GAGTTGCTGTTGAAGTCGCA      |
| FLNA       | qRT-PCR     | F: GGGTCCAAGTCCAGGACAAT      |
|            |             | R: CTGCCAGCTCCCACATTCA       |
| E-cadherin | qRT-PCR     | F: AGTGACTGATGCTGATGCCC      |
|            |             | R: AATGTACTGCTGCTTGGCCT      |
| Vimentin   | qRT-PCR     | F: AGAGGAAGCCGAAAACACCC      |
|            |             | R: GCTCCTGGATTTCCTCTTCG      |
| Snail      | qRT-PCR     | F: GCAGGACTCTAATCCAGAGTTTA   |
|            |             | R: CCACAGAAATGGCCATGGGA      |

**Table.2. The primary antibodies used in this study**

| Primary Antibodies | Origin           | Application | Dilution |
|--------------------|------------------|-------------|----------|
| Sema3d             | Abcam (ab180174) | IHC         | 1:50     |
|                    |                  | WB          | 1:500    |
|                    |                  | IP          | 1:300    |

|                |                            |     |        |
|----------------|----------------------------|-----|--------|
|                |                            | IF  | 1:200  |
| FLNA           | Abcam (26205-1-AP)         | IHC | 1:50   |
|                |                            | IF  | 1:200  |
|                |                            | WB  | 1:500  |
|                |                            | WB  | 1:500  |
| p-FLNA         | Abcam(ab51229)             | WB  | 1:500  |
| C-FLNA         | Abcam(ab238514,C terminal) | WB  | 1:500  |
|                |                            | IF  | 1:200  |
| E-cadherin     | CST (#14472)               | WB  | 1:1000 |
|                |                            | IF  | 1:200  |
|                |                            | IHC | 1:100  |
| Vimentin       | CST (#5741)                | WB  | 1:1000 |
|                |                            | IF  | 1:100  |
|                |                            | IHC | 1:200  |
| Snail          | CST(#3895)                 | WB  | 1:500  |
| Pi3k           | CST(#34050)                | WB  | 1:500  |
| p-Pi3k         | CST(#17366)                | WB  | 1:500  |
| Akt            | CST (#14702)               | WB  | 1:500  |
| p-Akt          | CST (#4058)                | WB  | 1:500  |
| $\beta$ -actin | Affinity (#T0022)          | WB  | 1:2000 |
| GAPDH          | Affinity (AF0863)          | WB  | 1:1000 |

**Table.3 List of secondary antibodies and reagents used in this study**

| <b>Secondary antibodies or reagents</b>                              | <b>Origin</b>                    | <b>Application</b> | <b>Dilution</b> |
|----------------------------------------------------------------------|----------------------------------|--------------------|-----------------|
| Goat anti-Rabbit IgG (H+L) Secondary Antibody, DyLight 594 conjugate | ThermoFisher Scientific (#35560) | IF                 | 1:100           |
| Goat anti-Rabbit IgG (H+L) Secondary Antibody, DyLight 488 conjugate | ThermoFisher Scientific (#35553) | IF                 | 1:100           |

|                                                                     |                                  |         |          |
|---------------------------------------------------------------------|----------------------------------|---------|----------|
| Goat anti-Mouse IgG (H+L) Secondary Antibody, DyLight 594 conjugate | ThermoFisher Scientific (#35510) | IF      | 1:100    |
| Goat anti-Mouse IgG (H+L) Secondary Antibody, DyLight 488 conjugate | ThermoFisher Scientific (#35503) | IF      | 1:100    |
| Mitomycin C                                                         | Roche (M8170)                    | /       | 10 µg/ml |
| Wortmannin                                                          | Selleck(S2758)                   | /       | 2.5 µM   |
| Phalloidin                                                          | US Everbright(YP0052)            | IF      | 200U/ml  |
| DMSO                                                                | Solarbio(D8371)                  | Solvent | /        |

**Table. 4. The sequences of RNAi used in this study**

| <b>Name</b>    | <b>Sequence</b>                 |
|----------------|---------------------------------|
| Sema3d -shRNA1 | 5'- GCCGTCACCTGAAGATGTAA AC -3' |
| Sema3d -shRNA2 | 5'- GCCAGTTCTACGGACAGAAGA -3'   |
| Sema3d -shRNA3 | 5'- GCCCAGCAACGAATCAAATGG -3'   |
| FLNA -shRNA1   | 5' - ATCAATTCAAGAGATTGATGT -3'  |
| FLNA -shRNA2   | 5' - ACT TTTTCAAGAGAAAAGTTC -3' |
| FLNA -shRNA3   | 5' - CAATATTCAAGAGATATTGTT -3'  |

How the deposited data were processed for this re-analysis (not part of the article)

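Gene expression was measured by RNA-seq in 3 libraries of HCCLM3 Sema3d cells and 3 libraries of HCCLM3 Ctr cells. The authors deposited raw counts, the number of reads on each of 44591 genes in each library, and the authors also deposited an RPKM value for each count, obtained by dividing it by the gene's length and by the library's total count. The paper's text names no aligner, counter, genome build or differential expression software. The library numbers 1 to 3 in the sample names were taken as the replicate numbers, and they are the origin of the pairing used in the fits with a replicate block. In the file, 27 gene symbols had been changed to dates (such as those of the septin and membrane-associated ring finger families) and were not named.

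Library totals ranged from 18679809 to 20500786 counts in HCCLM3 Ctr and from 19618136 to 22008173 counts in HCCLM3 Sema3d cells, with medians of 19611580 and 21680664. A gene at or under 3 counts in a library was treated as at the floor, which covers counting error only, since reads without molecular identifiers are not independent molecules.

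The counts were analysed in R 4.3.3 with edgeR 4.0.16 (expression filter, TMM normalization, quasi-likelihood F test, Benjamini-Hochberg adjustment). A gene was called at an absolute log2 fold change above 1 and an adjusted p under 0.05. The standard error of a log2 fold change was its size divided by the square root of the F statistic. Gene lists were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01. Single genes were also compared by exact two-sided permutation tests, which cannot go below 0.1 with 3 libraries against 3. Genes named in the text were SEMA3D, the 5 genes of Supplementary Figure S6, genes whose proteins the paper measured, and the 5 higher and 5 lower genes with the largest changes among those with a symbol, a mean of at least 100 counts and no overlap between the groups. PIR-FIGF, CLSTN1, VIM-AS1, PTMA and DTWD2 were named because they overlap one of these genes or are its parent gene. Any other named gene is said to have been chosen after its values were seen. Some of the genes that were tested are not reported here.

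The alternatives were DESeq2 1.42.0 with its size factors, library size alone in place of TMM, genes with at least 1 count in any library or at least 10 counts in every library, the replicate number as a block, each library left out in turn, no fold change threshold, and a test against a log2 fold change of 1. Limma was also run on log2(RPKM + 0.1) and log2(RPKM + 1) of genes with a mean RPKM of at least 0.5, and on log2(RPKM + 0.1) of all genes above 0. For the lists, the inter-gene correlation was estimated or the rank version of camera was used. These choices and the 10 lists were made before the data were examined. A correction for GC content and gene length was added after seeing the data. For each library, it fitted the deviation from the mean of all libraries by lowess (span 0.3), first on the GC content of the longest GENCODE 29 transcript and then on the deposited length, over genes with a mean log2 CPM above 3, and entered the fit as an offset in edgeR. A GC content was found for 93.8% of the genes tested and 92.4% of the genes called.

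The procedures were tested on simulated data drawn from the real means and library sizes, with 200 genes changed by known amounts. Only genes that were not weakly expressed were changed, and each change exceeded the fold change threshold. Every gene had the same dispersion, and genes varied independently. The simulation thus does not cover weakly expressed genes, changes near the threshold, further differences between libraries of a group, or correlated genes in a list. At the thresholds above, edgeR recovered 200 of the 200 changed genes among 16305 genes tested, with 0 false calls. Where a GC bias was added to the HCCLM3 Sema3d libraries, edgeR made 308 false calls among 16280 genes without the correction and 1 with it. The list test passed the list of lowered genes and 0 of 9 random lists, of which 0 had an unadjusted p under 0.05. KEGG sets, the tumor data and the protein measurements were not analysed here.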

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

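The tests in this part were chosen after the results were seen. Dixon's test was not applied, since each group has 3 libraries.

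Among the genes named for the largest changes and the gene lists, 4 genes and 1 list that the paper does not discuss were higher in HCCLM3 Sema3d cells. Each was higher in every HCCLM3 Sema3d library than in every HCCLM3 Ctr library. The genes were PTMAP2 (log2 fold change 1.23), IGFBP3 (1.21), CYR61 (1.16) and SCN9A (1.14), each higher in 3 of 3 HCCLM3 Sema3d libraries. GC content or gene length bias was weighed by the correction for both, after which the log2 fold changes were 1.11, 1.16, 1.10 and 1.18 and each gene still passed an adjusted p of 0.05, so this bias does not fully explain them. For PTMAP2, reads shared with its parent gene PTMA, or with DTWD2, within which it lies on the opposite strand, were also weighed. PTMA had a log2 fold change of 0.50 and DTWD2 of 0.61, below the 0.90 to 1.71 of PTMAP2 across the fits that each left out one library, so a fixed share of the reads of either gene does not by itself give this rise. The counts of PTMAP2 also rose from 49 to 143 across the HCCLM3 Ctr libraries, where PTMA had 17106 to 18027. In limma on log2(RPKM + 0.1) its adjusted p was 0.072, and 0.16 over all genes above 0 (range over its alternatives 2.8e-17 to 0.16). RNA from other cells, described below for HCCLM3 Ctr replicate 3, predicts a higher value in that library than in the other two HCCLM3 Ctr libraries. HCCLM3 Ctr replicate 3 had an RPKM of 26.2 for IGFBP3, 28.5 for CYR61 and 0.46 for SCN9A, in each case below both, which goes against this explanation. PTMAP2 had an RPKM of 6.05 there, above 1.98 and 3.64, and cannot be told apart from it.

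CYR61 and IGFBP3 are commonly listed as targets of YAP, and a list of 20 other YAP targets, written without the genes already seen to rise, had a median log2 fold change of 0.26, with 14 genes higher and 6 lower. In limma's camera its adjusted p over the added lists was 0.00017. With the replicate block its adjusted p was 0.00040, and over its alternatives in limma's camera the adjusted p ranged from 2.4e-08 to 0.021, the largest with the inter-gene correlation estimated for the list. Its mean score was higher in 3 of 3 HCCLM3 Sema3d libraries than in every HCCLM3 Ctr library. After the correction for GC content and gene length the median was 0.25 and with library size alone as the normalization it was 0.19, and the list passed in both. RNA from other cells, described below for HCCLM3 Ctr replicate 3, predicts a raised score in that library, but its score was -0.10, near those of the other two HCCLM3 Ctr libraries. Of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 1 gave a camera p as small, the real split. With 4 splits the share cannot go below 0.05 whatever the data, so this count cannot tell the list apart from a chance arrangement of libraries. The other 6 of the 10 possible splits part 1 same-numbered pair. The unadjusted camera p was 0.00017 in the real split and at least 0.0031 in each of the other 9. That Sema3d raises YAP targets is a hypothesis found and tested on the same data. Culture density was not recorded in the labels, and it was not tested.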

How the results depend on the processing

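The numbers of genes called depended on the test, the filter on low counts and the fold change threshold. Against 79 higher and 290 lower genes, DESeq2 with its size factors called 50 and 177, a minimum of 10 counts in every library gave 34 and 169, and a minimum of 1 count in any library gave 156 and 388. Limma on log2(RPKM + 0.1) called 35 and 170, on log2(RPKM + 1) it called 23 and 35, and on log2(RPKM + 0.1) of all genes above 0 it called 44 and 169. With no fold change threshold there were 2535 and 2392 genes, and with a test against a log2 fold change of 1 there were 2 and 6. Across the 6 fits that each left out one library, from 47 to 169 genes were higher and from 217 to 341 lower, and the largest number of higher genes came without HCCLM3 Ctr replicate 3. The replicate block (78 and 262), library size alone (63 and 364), the GC and length correction (64 and 364) and that correction with the replicate block (67 and 362) stayed within 1.5 times the original numbers. The last pair was chosen after seeing the data. DESeq2 shared 46 higher and 177 lower genes with the original calls, and the minimum of 10 counts shared 34 and 159. In each setting more genes were lower than higher, except with no fold change threshold. Library size alone moved the share of higher genes from 21.4% to 14.8% and the median log2 fold change of all genes from -0.01 to -0.08. The cause of the differences between settings was not tested.

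PCK2, COL4A6, CDKN1A and ITGB4 were lower and past an adjusted p of 0.05 in every alternative run. SEMA3D kept its direction and passed wherever it was fitted. Its lower bound on the log2 scale, 7.06, fell to 4.69 on log2(RPKM + 0.1) and 2.00 on log2(RPKM + 1), where the pseudocount compresses it. VEGFD lost its adjusted p of 0.040 in the fit with the replicate block (log2 fold change -1.56, adjusted p = 0.074, range over its alternatives 0.021 to 0.17) and in limma on all genes above 0 (-1.14, adjusted p = 0.15), and DESeq2 gave it no adjusted p (-1.61). It ranged from -1.95 to -1.15 across the fits that each left out one library, with adjusted p from 0.025 to 0.17. With 1 to 19 counts per library, depth limits what can be said of VEGFD. SEMA3D and VEGFD could not be fitted with at least 10 counts in every library, nor VEGFD and CDH1 in the limma fits that require a mean RPKM of 0.5.

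Of the 10 gene lists, 3 passed an adjusted p of 0.05. With the inter-gene correlation estimated for each list 0 passed (2 at an unadjusted p under 0.05), and with the GC and length correction 1 passed, ATF4 targets, with or without the replicate block. ATF4 targets passed in each of the other alternatives. The list of collagens, laminins and integrins also failed in the rank version of camera (adjusted p = 0.15, range over its alternatives 0.0030 to 0.51). PIK3CA, with no detectable change, ranged from -0.11 to 0.078 across the fits that each left out one library. The medians of 2 lists with no detectable change also crossed 0 in those fits, from -0.14 to 0.028 for mesenchymal genes and from -0.044 to 0.012 for epithelial genes. Apart from SEMA3D and the 5 genes of the paper's heat map, described above, 446 comparisons of an alternative with the original result of a named gene or list were the same, 30 were weaker, 8 stronger and 4 reversed, the last being PIK3CA, mesenchymal genes and epithelial genes in fits that left out one library.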

Differences from the paper's values

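SEMA3D was at least 133.1-fold higher in HCCLM3 Sema3d than in HCCLM3 Ctr cells by counts, against the paper's qRT-PCR value of about 3.1 in Supplementary Figure S2, read by eye. Among the alternatives set before the data were examined, DESeq2's size factors gave a lower bound of 134.3-fold, library size alone 127.1-fold, and limma on log2(RPKM + 0.1) 25.8-fold, and the fits that each left out one library gave 126.9 to 138.0-fold. Only limma on log2(RPKM + 1) gave a value within 1.5 times of the paper's, 4.01 on the scale of RPKM + 1. The minimum of 1 count in any library and the replicate block do not change the lower bound, and the minimum of 10 counts in every library leaves SEMA3D out.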

Other observations

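The tests in this part were chosen after the results were seen, and the gene lists added for them were written without the genes that had drawn attention to them. The 10 original lists were not changed.

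The paper measured the proteins of FLNA, CDH1, VIM and SNAI1 in Sema3d-modified cells. Their transcripts in the HCCLM3 libraries had log2 fold changes of -0.18 for FLNA (standard error 0.045, adjusted p = 0.010, edgeR), 0.36 for CDH1 (0.26, adjusted p = 0.32), 0.10 for VIM (0.038, adjusted p = 0.057) and -0.29 for SNAI1 (0.094, adjusted p = 0.037). Adjusted over these 4 genes alone, VIM also passed (edgeR, adjusted p = 0.024), but as a rise. The paper reports less vimentin protein in HCCLM3 cells that overexpress Sema3d. The changes of FLNA, CDH1 and SNAI1 had the sign reported for their proteins, though that of CDH1 did not pass. VIM overlaps VIM-AS1 on the opposite strand, with a mean of 5903 counts per library and a log2 fold change of 0.10. The counting is not stated to use the strand. FLNA no longer passed after the GC and length correction (-0.05, adjusted p = 0.26, and 0.22 with the replicate block) or in limma on log2(RPKM + 0.1) of all genes above 0 (0.13), with a range over its alternatives of 5.3e-07 to 0.26 and of 0.0025 to 0.056 across the fits that each left out one library. SNAI1 did not pass with the replicate block (adjusted p = 0.070), in DESeq2 (0.16), with a minimum of 1 count in any library (0.088), in limma on all genes above 0 (0.067) or in any of the 6 fits that each left out one library (0.051 to 0.12), with a range over its alternatives of 0.0064 to 0.16. VIM passed with a minimum of 1 count in any library (adjusted p = 0.021) and without HCCLM3 Ctr replicate 3 (0.035), with a range over its alternatives of 0.021 to 0.73. CDH1 passed without HCCLM3 Ctr replicate 3 (log2 fold change 0.74, adjusted p = 0.030), with a range of 0.030 to 0.64. CDH1 had 25 to 51 counts per HCCLM3 Ctr library.

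The calls were compared with other arrangements of the libraries. Of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 1 split gave as many genes on its smaller side and 1 as many on its larger side, the real split each time, and each of the other 3 splits gave 0 calls, or 23 to 61 genes with a log2 fold change beyond 1 at an unadjusted p under 0.05, against 434 for the real split. The 6 splits that part 1 same-numbered pair also gave 0 calls each, or 20 to 68 genes at an unadjusted p under 0.05. A share under 0.05 cannot be reached with 4 splits whatever the data, so these counts cannot exclude a chance arrangement. GC content or gene length bias was also weighed. Across 10146 genes with a mean log2 CPM above 3, the log2 fold change had Spearman correlations of -0.187 with GC content and -0.269 with length across genes, which are not independent replicates. After correction, 60 of the 79 higher and 279 of the 290 lower genes were still called, so this bias does not fully explain the calls.

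HCCLM3 Ctr replicate 3 lay nearer to the HCCLM3 Sema3d libraries than the other two HCCLM3 Ctr libraries on the first principal component (-12.9 against -32.9 and -26.1, with the HCCLM3 Sema3d libraries between 22.7 and 25.8, 52.1% of the variance), a shift of 31.1% of the way. Its difference from HCCLM3 Ctr replicate 2 correlated with the difference of the HCCLM3 Sema3d libraries from HCCLM3 Ctr replicate 1 across genes (r = 0.431), and its difference from HCCLM3 Ctr replicate 1 with that of the HCCLM3 Sema3d libraries from HCCLM3 Ctr replicate 2 (r = 0.356), whereas the difference of HCCLM3 Ctr replicate 2 from replicate 1, set against that of the HCCLM3 Sema3d libraries from HCCLM3 Ctr replicate 3, gave r = -0.00484. RNA of HCCLM3 Sema3d cells in that library was weighed by its SEMA3D count of 0, which at a floor of 3 counts leaves room for a share of at most 0.732%, well under the shift. GC content or gene length bias is a candidate explanation for part of it, since the deviation of HCCLM3 Ctr replicate 3 had a Spearman correlation of -0.607 with GC content, and the correction lowered these r to 0.28 and 0.234 without removing them. The remainder cannot be told apart from a difference between library batches, which the labels do not give. No biological explanation was tested.

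Transcripts typical of the gut appeared in HCCLM3 Ctr replicate 3 and all 3 HCCLM3 Sema3d libraries but were nearly absent from HCCLM3 Ctr replicates 1 and 2. CEACAM5, chosen after its values were seen, had 0, 0 and 67 counts in the HCCLM3 Ctr libraries and 76, 87 and 90 in the HCCLM3 Sema3d libraries. In all, 20 genes had at most 1 count over HCCLM3 Ctr replicates 1 and 2 and at least 4 in each other library, against at most 6 genes for the other 14 pairs of libraries. RNA from gut tissue was tested with 28 colon markers. Their summed counts, examined first, were 37.4, 38.4 and 54.9 CPM in the HCCLM3 Ctr libraries and 36.9, 31.1 and 30.4 CPM in the HCCLM3 Sema3d libraries and did not show the pattern in the HCCLM3 Sema3d libraries. The number of markers detected, examined next, did. At least 1 count was found for 14 and 12 of them in HCCLM3 Ctr replicates 1 and 2, for 22 in HCCLM3 Ctr replicate 3, and for 25, 21 and 22 in the HCCLM3 Sema3d libraries, so traces of gut RNA are a candidate source, on a test chosen after the sums were seen. A change caused by Sema3d would leave HCCLM3 Ctr replicate 3 near the 12 markers of HCCLM3 Ctr replicate 2, which it was not. Immunoglobulin gene segments, a sign of plasma cells, reached 11.4 CPM in HCCLM3 Ctr replicate 3 and 14.1 in HCCLM3 Sema3d replicate 1 but 1.07 and 2.49 in HCCLM3 Sema3d replicates 2 and 3, against 1.42 and 1.61 in HCCLM3 Ctr replicates 1 and 2, so plasma cells could account for only part of the pattern. A single mixture in all 4 libraries was tested on the proportions of 7 colon markers with 0 counts in HCCLM3 Ctr replicates 1 and 2, which differed between libraries (permutation test, p = 1e-04, the smallest that the resampling can give). This test resamples reads as if they were independent molecules and covers counting error only. The chi-square of the proportions was 23.1 per degree of freedom, above the largest value between libraries of a group (12.7), and 3.62 without REG1A, so among these 7 markers the evidence against a single mixture rests mainly on that gene. Outside them, OLFM4, REG4 and IGHA2, also singled out after their values were seen, had 0 counts in HCCLM3 Ctr replicates 1 and 2 and unequal counts in the others. OLFM4 had 149 in HCCLM3 Ctr replicate 3 and 12, 0 and 0 in the HCCLM3 Sema3d libraries, REG4 had 19 and then 3, 82 and 86, and IGHA2 had 30 and then 80, 1 and 9. REG1A, singled out after its values were seen, had 324 counts in HCCLM3 Ctr replicate 3 and at most 3 in each HCCLM3 Sema3d library. Of 16 stroma markers, 11, 12 and 14 were detected in the HCCLM3 Ctr libraries and 16, 15 and 12 in the HCCLM3 Sema3d libraries. RNA from other cells may contribute to 5 of the 79 higher genes, those with at most 3 counts over HCCLM3 Ctr replicates 1 and 2 and more than 3 in HCCLM3 Ctr replicate 3, and the remaining calls were not tested against it.

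ATF4 targets were lower (median log2 fold change -0.17, lower in 3 of 3 HCCLM3 Sema3d libraries by their mean score), and the list still passed after the GC and length correction (camera adjusted p = 1.2e-09, range over its alternatives 1.2e-09 to 0.15). The lists of collagens, laminins and integrins and of semaphorin receptors did not pass after that correction (adjusted p = 0.43 for both, range over their alternatives 0.0030 to 0.51 and 0.0078 to 0.51), so they cannot be told apart from a bias of GC content or gene length. For each of the 3 lists, 1 of the 4 splits that part all same-numbered pairs gave a camera p as small, the real one, which is the smallest number possible and shows no stability. The smallest camera p among the other 9 splits was 0.010 for ATF4 targets, 0.076 for collagens, laminins and integrins and 0.0060 for semaphorin receptors, against 6.1e-08, 0.0024 and 0.0057 in the real split.

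Genes of sterol and fatty-acid synthesis were seen to be lower, and 23 further genes of these pathways had a median log2 fold change of -0.41, with 22 lower and 1 higher. In limma's camera their adjusted p over the 2 added lists was 8.9e-14, ranging from 3.4e-20 to 0.017 over the alternatives, the largest with the inter-gene correlation estimated for the list. Their mean score was lower in 3 of 3 HCCLM3 Sema3d libraries. The median was -0.44 after the GC and length correction and -0.48 with library size alone as the normalization. Of the 4 splits that part all same-numbered pairs, 1 gave a p as small, the real one, a count that cannot exclude a chance arrangement of libraries whatever the data. The unadjusted camera p was 4.5e-14 in the real split and at least 5.1e-07 in each of the other 9. Lower Akt activity in HCCLM3 Sema3d cells is one hypothesis for this pattern, since Akt promotes the transcription of these genes, and it predicts higher FOXO targets. The FOXO targets had a median log2 fold change of -0.14, with 12 lower and 6 higher, and did not pass. The predicted rise was thus not seen, and the median stayed negative in every alternative. It was -0.036 without HCCLM3 Ctr replicate 3 and -0.070 after the GC and length correction. A change this small that does not pass cannot exclude the hypothesis. Phosphorylation was not analysed here.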
